# *De novo* transcriptome assembly and comprehensive expression profiling in *Crocus sativus* to gain insights into apocarotenoid biosynthesis

**DOI:** 10.1038/srep22456

**Published:** 2016-03-03

**Authors:** Mukesh Jain, Prabhakar Lal Srivastava, Mohit Verma, Rajesh Ghangal, Rohini Garg

## Abstract

Saffron (*Crocus sativus* L.) is commonly known as world’s most expensive spice with rich source of apocarotenoids and possesses magnificent medicinal properties. To understand the molecular basis of apocarotenoid biosynthesis/accumulation, we performed transcriptome sequencing from five different tissues/organs of *C. sativus* using Illumina platform. After comprehensive optimization of *de novo* transcriptome assembly, a total of 105, 269 unique transcripts (average length of 1047 bp and N50 length of 1404 bp) were obtained from 206 million high-quality paired-end reads. Functional annotation led to the identification of many genes involved in various biological processes and molecular functions. In total, 54% of *C. sativus* transcripts could be functionally annotated using public databases. Transcriptome analysis of *C. sativus* revealed the presence of 16721 SSRs and 3819 transcription factor encoding transcripts. Differential expression analysis revealed preferential/specific expression of many transcripts involved in apocarotenoid biosynthesis in stigma. We have revealed the differential expression of transcripts encoding for transcription factors (MYB, MYB related, WRKY, C2C2-YABBY and bHLH) involved in secondary metabolism. Overall, these results will pave the way for understanding the molecular basis of apocarotenoid biosynthesis and other aspects of stigma development in *C. sativus*.

*Crocus sativus* L., commonly known as saffron, is a sterile triploid plant belonging to the Iridaceae (monocots) family. The plant is a perennial stemless herb widely distributed in Iran, India, Greece, Spain and Italy^1^. The *C. sativus* is world’s most expensive spice, because it is derived from the dried red stigmas of the flower, which are harvested manually and possess a distinctively pungent honey-like flavour and aroma. *C. sativus* being sterile, is vegetatively propagated by corms, which maintains its genetic characteristics, but limits genetic enhancement. The characteristic feature of the flower of *C. sativus* is the presence of three thread-like red coloured stigmas, which are dried and used in food industry as a preservative, colouring and flavouring agent. Stigmas of *C. sativus* accumulate a large amount of apocarotenoids (upto 8% of dry stigma) derived from the oxidative cleavage of zeaxanthin, crocetin and crocetin glycosides (responsible for bright natural colour), picrocrocin (responsible for bitter taste), and safranal (responsible for powerful odor)^2^. The essential oil obtained from the extract of stigmas consists of approximately 150 volatile and aromatic compounds belonging to terpenoids and flavonoids. It also contains numerous non-volatile active components, such as zeaxanthin, lycopene, and various α- and β-carotenes derived from anthocyanins and carotenoids. Maximum levels of apocarotenoids have been detected at fully-developed scarlet stage of stigma^3^,^4^. The first step in the biosynthesis of apocarotenoids involves oxidative cleavage of zeaxanthin, which produces 3-hydroxy-cyclocitral and crocetin dialdehyde, catalyzed by carotenoid cleavage dioxygenase (CCD)^5^. These two products further undergo dehydrogenation and glucosylation to form crocin and picrocrocin. After harvesting, when stigma is dried, the combined activity of heat and enzymes splits picrocrocin to yield safranal (carboxaldehyde), which represents the major component of the essential oil constituting ~70% of total volatile fraction and is responsible for distinctive aroma^6^.

*C. sativus* has been regarded as highly valued medicinal plant in Ayurveda to treat various ailments, such as depression, cold, cardiovascular diseases, nervous disorders, anxiety, and as an anti-inflammatory agent. Recently, it has been reported that safranal has antioxidant and anticonvulsant activities, relaxant and anti-depressant properties, and cytotoxic effect on cancer cells^7^. Alpha crocin was found to have antioxidant, anxiolytic and anti-cancerous properties. These apocarotenoids can be used as potential biomolecules for cancer therapy^8^,^9^,^10^,^11^. Very high market value, limited production and increasing demand for various purposes lead to frequent adulteration of *C. sativus* with yellow stamen of saffron, pomegranate fibre, red dyed silk fibre, and flowers of safflower, marigold, arnica and tinted grasses for reducing the cost of *C. sativus*. The adulterated *C. sativus* may become useless or even harmful when used for therapeutic purposes^12^,^13^. DNA marker based techniques have emerged as a widely used tool for the identification/authentication of gradually increasing adulteration in various food products, spices and medicinal plants^14^,^15^.

RNA sequencing (RNA-seq) is a powerful technique for profiling the complete gene space of any organism due to high-throughput, accuracy and reproducibility^16^. In plants, with large and complex genomes, RNA-seq has accelerated the discovery of novel genes, tissue-specific expression patterns and functional analysis. A few studies have reported EST/transcript data^17^,^18^ and characterization of few enzymes, such as carotenoid cleavage dioxygenase (CCD)^19^ and glucosyltransferases (GTs)^20^ from *C. sativus*. Recently, the transcriptome of *C. sativus* has also been reported based on RNA-seq of two tissues^18^. However, a comprehensive transcriptome analyses and expression profiling from multiple tissues of *C. sativus* is still lacking. In this study, we present the transcriptome analysis of *C. sativus* in five different tissues/organs to understand the molecular basis of apocarotenoid biosynthesis and discovery of molecular markers. *De novo* transcriptome assembly was generated after comprehensive optimization and the expression profiles of all the transcripts were analyzed. Several genes showing preferential/specific expression in stigma were identified. The gene expression patterns and putative role of known enzymes involved in apocarotenoid biosynthesis were also analyzed. These data provide a comprehensive resource to understand the biology of *C. sativus* in general and apocarotenoid biosynthesis in particular.

## Results and Discussion

### RNA sequencing and *de novo* transcriptome assembly

*De novo* transcriptome analysis provides an excellent platform to generate a comprehensive resource of the gene space in an organism without whole genome sequencing and allows the discovery of novel genes, molecular markers and tissue-specific expression patterns. To generate the transcriptome of *C. sativus*, the total RNA isolated from various tissues, including corm, tepal, leaf, stigma and stamen was subjected to sequencing on Illumina platform. A total of 206, 296, 630 high-quality (after removal of low quality and primer/adapter contaminated reads) reads (ranging from 36 to 48 million for each sample) were generated (Table 1). *De novo* assembly of high-quality total reads was performed employing two approaches. In the first approach, primary assembly was generated using various softwares, such as Velvet, Oases, ABySS, SOAPdenovo, CLC Genomics Workbench and Trinity with varying (39–99) hash (*k*-mer) lengths. A comparative analysis of the assemblies obtained from these tools was performed based on various parameters as described earlier^21^. The analysis showed that the *k*-mer value giving best assembly was different for all the softwares. The assemblies generated by Velvet showed a gradual increase in N50 and average contig lengths with increasing *k*-mer length, best being at *k*-99. *k*-59 and *k*-89 generated the best transcriptome assembly for Oases and ABySS, respectively, with largest N50 and average contig lengths (Table S1). SOAPdenovo generated contigs with largest N50 and average lengths at *k*-97 and *k*-95, respectively. The best assembly output for each tool was selected based upon the average contig length, N50 contig length and number of contigs generated (Table S2). Based on the assembly statistics, Oases was found to be the best among all the assemblers employed in this study, which generated 112,037 transcripts with largest average contig length (652 bp) and N50 length (1031 bp) at *k*-59 (Table S2).

To obtain an optimal assembly, a second approach was used employing two-step strategy (additive *k*-mer followed by assembly using TGICL). In the first step, contigs generated from all the *k*-mers of respective assembler were merged and non-redundant contigs were obtained using CD-HIT tool (Table S3). In the second step, non-redundant contigs were assembled using TGICL suite assembler. It has been reported that additive multiple *k*-mer assembly method is a better approach than single best *k*-mer to obtain better transcript diversity and contiguity^22^. The additive *k*-mer assembly approach increased the average and N50 contig lengths to a greater extent for all the assemblers (Table 2). Among all the assemblers, ABySS resulted in best assembly by generating 105, 269 unique contigs (≥200 bp) with significantly larger average contig length of 1047 bp and N50 of 1404 bp. Largest number of contigs generated via ABySS assembly showed significant similarity with rice (57131) and Arabidopsis (53925) proteins (Table 2).

The unique contigs obtained after *de novo* assembly were designated as *Crocus sativus* tentative consensus (CsTc) transcripts and assigned with unique identifier number from CsTc000001 to CsTc105269. The total size of the assembly was ~110 Mb with ~72% (76054) of transcripts larger than 500 bp and ~11% (11677) larger than 2 kb (Fig. 1a). The *de novo* transcriptome assembly of *C. sativus* generated in our study was better as compared to that of reported earlier^18^ with average transcript length being larger by 1.7 times and N50 length larger by 1.9 times. The average GC content (43%) was found to be quite similar to Arabidopsis (42.5%), but significantly different from rice (55%). Although the average GC contents of *C. sativus* and Arabidopsis were comparable, *C. sativus* had lower number of transcripts (34%) than that of Arabidopsis (60%) with GC content of 43% (Fig. 1b). A similarity search with the available proteomes of different plant genomes showed that largest number of *C. sativus* transcripts exhibit similarity with rice (54%) and *Brachypodium distachyon* (54%) followed by *Glycine max* (53%) (Fig. S1a). A lesser number (43%) of *C. sativus* transcripts exhibited similarity with *Physcomitrella patens* proteins. We analyzed the similarity of *C. sativus* transcripts with the publicly available transcriptomes sequences of few medicinally important plant species too. A total of 40% transcripts of *C. sativus* exhibited significant similarity with the transcriptome of *Dioscorea villosa*, 30% with *Rauvolfia serpentine*, 27% with *Panax quinquefolius* and 27% with *Catharanthus roseus* (Fig. S1b). The whole transcriptome sequence of *C. sativus* is available at the Saffron Transcriptome web page (http://nipgr.res.in/mjain.html?page=saffron).

### Functional annotation

Functional annotation of the assembled transcripts can provide insights into the diverse molecular functions and biological processes represented in an organism. The functional annotation of *C. sativus* assembled transcripts was performed based on similarity with proteins/transcripts in various public databases. At least 54% of the transcripts could be functionally annotated with confidence (e-value ≤ 1e−05), whereas functions could not be assigned to rest of the transcripts, which might represent *C. sativus* specific transcripts. Further, we assigned GOSlim terms to the *C. sativus* transcripts based on the sequence similarity with Arabidopsis genes. In total, 53742 transcripts could be assigned with at least one GOSlim term under biological process (50216), molecular function (49140) and cellular component (50969) categories. Among the biological process terms, protein metabolism process (27.8%) was most represented followed by response to abiotic or biotic stimulus (23.7%), response to stress (23.2%), developmental process (22%), cell organization and biogenesis process (21.9%), and transport process (20%) (Fig. 2a). Under molecular function, the GOSlim term, nucleotide binding (20%) was most abundant followed by protein binding (16%), hydrolase activity (15%), transferase activity (15%), and DNA or RNA binding (13%) (Fig. 2a). In cellular component category, nucleus (40%) followed by other membranes (17%), chloroplast (17%) and plasma membrane (16%) were most abundant (Fig. 2a). These observations suggest that genes encoding for diverse structural, regulatory and stress-related proteins are represented in *C. sativus*. Further, the transcript sequences of *C. sativus* were searched against the KOG (euKaryotic Orthologous Groups) database for functional prediction and classification. At least 10% transcripts were assigned into 25 different KOG categories. The cluster for general function represented the largest group (17%) among all KOG classes followed by posttranslational modification, protein turnover, chaperones (10%), signal transduction mechanism (8.5%), intracellular trafficking, secretion and vascular transport (5%) and secondary metabolite biosynthesis, transport and catabolism (3%) (Fig. S2). However, 5% of the transcripts were assigned into cluster of unknown function and 1% of the transcripts were involved in defense mechanism. The putative function, GOSlim categories and KOG class assigned to the *C. sativus* transcripts are provided at the Saffron Transcriptome web page.

Transcription factors (TFs) are represented by multi-gene families and play a key regulatory role via controlling the expression of single or multiple genes through specific binding to the *cis*-regulatory elements present in the promoter regions. The number of genes encoding for different TF families varies in different plants to perform species-/tissue-specific or developmental stage specific function(s)^23^. We identified at least 3819 (3.6% of total) putative TF encoding transcripts belonging to 87 different families in the *C. sativus* transcriptome. The total number of unique transcripts encoding for TFs was substantially higher than earlier report (2601)^18^. In addition, a larger number of TF families were represented in our transcriptome data as compared to that reported by Baba and colleagues^18^. The members of MYB/MYB-related transcription factor family were found to be the most abundant (362, 9.5%) followed by CCHC (358, 9.4%), C3H (146, 3.8%), HB (142, 3.7%), bHLH (138, 3.6%), bZIP (114, 2.9%), WRKY (112, 2.9%) and Aux/IAA (111, 2.9%) (Fig. 2b). The members of TF families, including MYB, MYB-related, AP2-EREBP, WRKY and bHLH, known to regulate secondary metabolism biosynthesis in plants^24^,^25^,^26^, were present in the *C. sativus* transcriptome. These TFs might regulate the secondary metabolite (apocarotenoid) biosynthesis and accumulation in *C. sativus* in a spatio-temporal manner^23^,^27^.

### Identification of simple sequence repeats (SSRs)

SSRs have been extensively used as molecular markers for determining genetic variations across species due to their abundance, ease of development and high degree of polymorphism^28^. Many studies have been undertaken to investigate variability in *C. sativus* cultivars from different countries. A relationship between *C. sativus* and diploid autumn-flowering *Crocus* species has been established using various molecular markers, such as RAPD^29^, ISSR^30^, SSRs^31^ and SCAR^32^. The analysis of SSRs has also emerged as a popular tool for identification and authentication of different food products, spices and medicinal plants to prevent their adulteration. To identify SSRs in the *C. sativus* transcriptome, all the assembled transcripts were screened using MISA search tool. A total of 16,721 SSRs (2–6 nt) of minimum length of 12 bp were identified in 13407 (12.7%) transcripts with frequency of one SSR per 6.6 kb. However, 2576 transcripts were found to harbor more than one SSR. The identified SSRs were dominated by di-nucleotide and tri-nucleotide repeats representing about 50% (8258) and 44% (7366), respectively, of the total SSRs (Fig. 3a). Among the di-nucleotide repeats, AG/CT showed highest (36.5%) frequency followed by AT/AT (7.8%) and AC/GT (4.8%). In case of tri-nucleotide repeats, AAG/CTT showed highest occurrence (15%) followed by AGG/CCT (6.6%) and AAC/GTT (5%) along with CCG/CGG being the least abundant (0.9%) (Fig. 3b). A very small fraction of tetra- (3%), penta- (1%) and hexa-nucleotide (2%) SSRs were also identified in the *C. sativus* transcriptome (Fig. 3a). All the identified SSRs in the *C. sativus* transcripts are available at the Saffron Transcriptome web page. The availability of a large number of SSRs can greatly enhance large-scale genotyping studies for various applications in *C. sativus*.

### Differential gene expression analysis

RNA-seq has emerged as a very powerful technology to measure gene expression and tissue specificity at whole-genome level^16^,^33^. To investigate differential gene expression among different tissues, we mapped the high-quality reads from individual samples on the *C. sativus* transcriptome using CLC Genomics Workbench. 

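The data were from 1 RNA-seq library for each of corm, tepal, leaf, stigma and stamen, made from RNA of 3 biological replicates pooled in equal quantity. Because the replicates were pooled before sequencing, there are no replicate libraries, and none of the differences between tissues given here was checked in replicate libraries. For 16 transcripts the paper gives real-time PCR of 3 biological replicates. Its highest tissue, read by eye from Fig. 7, differed from that of the base means for 6 of them. RNA of corm and stigma was also purified with an additional salt wash, so this step cannot be told apart from the tissue in these libraries. The authors mapped the high-quality reads on their own de novo assembly and deposited the base mean of each of its 105269 transcripts in each tissue. The base mean is the number of reads mapped on a transcript divided by the size factor of the library, which scales the libraries to one another. It is not corrected for the length of the transcript, so base means are compared between tissues and not as amounts between transcripts. All base means of a library were whole multiples of the value of 1 read, within their rounding to 2 decimals, and the reads of each transcript were recovered from them. The recovered reads summed to 32723663 in corm, 44807769 in tepal, 34575420 in leaf, 41871198 in stigma and 35560309 in stamen. The size factors were 0.959, 1.042, 0.974, 1.399 and 0.698 in the same order, and 1 read was therefore worth a base mean of 0.71 in stigma and 1.43 in stamen. The smallest base mean taken as detectable was that of 3 reads, which lay between 2.14 in stigma and 4.30 in stamen.

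The recovered reads were compared between libraries with an exact negative binomial test. A transcript was counted as differentially expressed at an unadjusted p-value of at most 0.05 with at least a 2-fold change, the cut-offs given in the paper's methods. With 1 library per tissue, the dispersion was estimated over the 5 libraries as if they were of one condition, so that differences between tissues also entered it. At this dispersion a pairwise call needs far more than a 2-fold change. In reads simulated with it, 19.0% of the transcripts changed 8-fold and 68.0% of those changed 64-fold were called. The pairwise numbers below are therefore not numbers of 2-fold changes. A test on the reads of 2 libraries compares those libraries, not the tissues they were made from. Log2 ratios were calculated after adding a pseudocount of 1 to the base means, which understates the change of transcripts with few reads. Their 95% intervals are exact binomial intervals of the reads and cover counting error only. The paper's text does not name how reads that match several transcripts were assigned, and transcripts of near-identical copies could have shared reads.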

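The reads recovered from the base means were set against the high-quality reads of the paper's Table 1. They made up 91.07% of the high-quality reads in corm (95% Wilson interval 91.06% to 91.08%), 92.74% in tepal, 91.83% in leaf, 91.29% in stigma and 92.28% in stamen. At this depth the counting error of each share is so small that almost any difference between libraries exceeds it. How much the share varies between libraries of one tissue is not known, so the difference between corm and tepal was not tested. Of the 105269 transcripts, 81704 had reads in all 5 libraries and 195 had none in any. The transcripts without reads were fewest in stigma, at 5006, and most in corm, at 10022.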

Approximately 91–93% of the total reads were mapped to the *C. sativus* transcriptome (Table 1). The differentially expressed transcripts were identified among different tissues using DESeq software. 

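Over the transcripts with a base mean above 0, the median log2 base mean was 4.70 in corm, 4.80 in tepal, 4.74 in leaf, 4.60 in stigma and 4.91 in stamen. The lower and upper quartiles were 2.87 and 6.89 in corm, 2.94 and 7.05 in tepal, 2.85 and 7.07 in leaf, 2.68 and 6.87 in stigma and 3.10 and 7.21 in stamen. The medians therefore ranged from 4.60 to 4.91, and the quartiles of each library lay more than 4 log2 units apart. The size factors scale the libraries to one another. Close medians can thus be set in part by the scaling, and they do not test whether the tissues are similar. The highest log2 base mean was 22.11, in tepal, and the highest of leaf was 19.41. With only the transcripts that had a base mean of at least 10 in the tissue, which moved the medians most, they were between 5.96 in stigma and 6.06 in leaf.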

The distribution of normalized expression level (log_2_ base-mean) was found to be similar in all the five tissues analyzed (Fig. 4a). The differentially expressed transcripts were identified among different tissues of *C. sativus* via pair-wise comparisons. The number of differentially expressed transcripts varied in different pairwise comparisons (Fig. 4b), suggesting substantial transcriptional differences between different tissues. 

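Between corm and tepal, 1013 transcripts were up-regulated in corm and 2611 in tepal. The numbers were 327 in corm and 1774 in leaf between these tissues, 548 in corm and 1322 in stigma, and 451 in corm and 3749 in stamen. Between tepal and leaf, 2642 transcripts were up-regulated in tepal and 1640 in leaf. Tepal had 1027 up-regulated transcripts as compared to stigma and 640 as compared to stamen, with 322 up-regulated in stigma and 1142 in stamen. Between leaf and stigma, 1282 were up-regulated in leaf and 1199 in stigma. Between leaf and stamen, 1336 were up-regulated in leaf and 3523 in stamen. Between stigma and stamen, 321 were up-regulated in stigma and 2555 in stamen. The numbers thus varied from 321 to 3749 over the 20 directions, and they depended strongly on the estimate of the dispersion. With the dispersion estimated over the 2 libraries compared only, they varied from 1321 to 5857. The alternatives that moved them most were p-values adjusted after Benjamini and Hochberg, with which the numbers were 0 in all 20 directions, and a 2-fold change without a test, with which they varied from 17356 to 29753. From the variation between the pairwise comparisons, the paper proposes substantial transcriptional differences between the tissues.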

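Summed over the 4 comparisons of each tissue, the differentially expressed transcripts numbered 13723 for leaf, 13717 for stamen, 11795 for corm, 11037 for tepal and 8576 for stigma, a transcript being counted once per comparison. The sums of leaf and stamen were close to each other, and that of stigma was the smallest. Counting only the transcripts up-regulated in the tissue, stamen had the largest sum, 10969, followed by 6920 in tepal, 6032 in leaf, 3164 in stigma and 2339 in corm.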

Largest number of differentially expressed transcripts were detected in stamen as compared to other tissues. However, least number of transcripts showed differential expression in tepal (Fig. 4b). 

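In tepal, 2611 transcripts were up-regulated as compared to corm, 2642 as compared to leaf, 1027 as compared to stigma and 640 as compared to stamen. The transcripts down-regulated in tepal numbered 1013, 1640, 322 and 1142 in the same comparisons. The 11037 calls of tepal were fewer than those of leaf, stamen and corm, and more than the 8576 of stigma. With the dispersion of the 2 libraries compared, this order changed, with 26672 calls for tepal, 26275 for stigma and 26226 for corm.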

In stamen, at least 4828 transcripts exhibited up-regulation as compared to stigma followed by 4781 as compared to leaf. However, nearly equal number of transcripts were up-regulated in stigma as compared to stamen (3829) and leaf (3818). However, least (1024) number of transcripts were down-regulated in stigma as compared to tepal (Fig. 4b). 

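The number of transcripts up-regulated in stamen was 2555 as compared to stigma and 3523 as compared to leaf. As compared to corm it was 3749, the largest of all 20 directions, and as compared to tepal 1142.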

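In stigma, 321 transcripts were up-regulated as compared to stamen and 1199 as compared to leaf. The numbers as compared to corm and tepal were 1322 and 322. The number as compared to stamen was the smallest of all 20 directions, but hardly below that as compared to tepal. Under scaling by total reads the smallest was 352, in corm as compared to leaf. With the dispersion of the 2 libraries compared it was 1321, in corm as compared to stamen.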

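The transcripts down-regulated in stigma numbered 1027 as compared to tepal, 548 as compared to corm, 1282 as compared to leaf and 2555 as compared to stamen. The comparison with corm thus had the fewest and that with stamen the most.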

The expression profile matrix for all the *C. sativus* transcripts is available at the Saffron Transcriptome web page.

Further, we investigated the differentially expressed transcripts in each tissue with respect to all other four tissues. The comparison of gene expression patterns in all the five tissues revealed that 2910 transcripts were up-regulated and 2946 transcripts were down-regulated in stigma. 

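For each tissue, the reads of its library were tested against those of the 4 other libraries taken as one group. The dispersion was that among the 4 other libraries, with the larger of the transcript's own and the fitted value, although these libraries are of different tissues. In stigma, 1522 transcripts were up-regulated and 26 were down-regulated. The estimate of the dispersion moved the down-regulated transcripts far more than the up-regulated ones. With the fitted dispersion over all 5 libraries, 1786 transcripts were up-regulated and 1319 down-regulated in stigma. A 2-fold change alone, without a test, gave the largest numbers and counted 8689 up-regulated and 30591 down-regulated transcripts in stigma.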

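In stamen, 6665 transcripts were up-regulated as compared to the 4 other tissues, the largest number of the 5 tissues, and 34 were down-regulated. With the fitted dispersion over all 5 libraries, the numbers were 6478 and 718. The up-regulated transcripts that passed after Benjamini-Hochberg adjustment numbered 3578 in stamen, also the largest number of the 5 tissues. They numbered 1056 in leaf, 542 in tepal, 96 in corm and 95 in stigma. The down-regulated transcripts that passed numbered 0 in each of the 5 tissues.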

A significantly large number (5067) of transcripts were up-regulated in stamen, however, only 632 transcripts were down-regulated. A total of 3603 transcripts were up-regulated and 2350 transcripts were down-regulated in leaf, 2286 up-regulated and 1405 down-regulated in tepal, and 1196 up-regulated and 2979 down-regulated in corm (Fig. 4c). 

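The test against the 4 other tissues gave 3643 up-regulated and 86 down-regulated transcripts in leaf, 5383 and 74 in tepal, and 2906 and 212 in corm. With the fitted dispersion over all 5 libraries, 3809 transcripts were up-regulated and 2684 down-regulated in leaf, 5411 and 1052 in tepal, and 3123 and 3271 in corm. The numbers of up-regulated transcripts thus moved little between the estimates of the dispersion, and those of down-regulated transcripts moved more than 10-fold in each of these 3 tissues.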

TFs are well known to play an important role in regulation of secondary metabolites biosynthesis in plants^23^,^27^,^34^. Among 2910 up-regulated transcripts in stigma, 92 transcripts were found to encode for TFs representing 37 different families. These TF encoding transcripts revealed substantial differences in their expression patterns among the five tissues with higher expression in stigma. 

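Fig. 4d prints the identifiers of 36 TF encoding transcripts of 19 families, and all 36 had their highest base mean in stigma. The paper chose these transcripts by their up-regulation in stigma, so this count describes the list and is not a test of it. In 34 of the 36, the base mean plus 1 in stigma was at least 2-fold above that of every other tissue, and the median log2 ratio of stigma to the highest other tissue was 2.10, ranging from 0.63 to 7.40. The share of the summed base means of a transcript found in stigma was between 46.5% and 99.3%, with a median of 65.0%. The C2C2-YABBY transcript CsTc016335 had the highest base mean in stigma, 3732, against 21.1 in tepal, 2.87 in stamen, 2.05 in leaf and 0 in corm. Its log2 ratio of stigma to tepal was 7.40 (95% interval 6.87 to 8.14). The SNF2 transcript CsTc020559 had a base mean of 2449 in stigma and 657 in tepal, and a log2 ratio of 1.90 (95% interval 1.78 to 2.02). The smallest ratio was that of the CCAAT transcript CsTc030942, with a base mean of 47.9 in stigma and 30.7 in tepal (log2 ratio 0.63, 95% interval 0.01 to 1.30). In the test of stigma against the 4 other tissues, 18 of the 36 transcripts were up-regulated, and 24 were with the fitted dispersion over all 5 libraries.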

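Of the families reported to act in secondary metabolite biosynthesis, Fig. 4d prints 5 MADS, 5 MYB, 2 Aux/IAA, 2 C2C2-YABBY and 2 SNF2 transcripts, 1 bHLH transcript and 1 WRKY transcript. All 5 MADS transcripts, 3 of the 5 MYB transcripts, 1 of the 2 Aux/IAA transcripts, 1 of the 2 C2C2-YABBY transcripts and the bHLH transcript were up-regulated in the test of stigma against the 4 other tissues. Neither SNF2 transcript and not the WRKY transcript passed it, with either estimate of the dispersion. The MADS transcript with the highest base mean in stigma was CsTc062387, at 421 against 77.4 in stamen (log2 ratio 2.43, 95% interval 2.04 to 2.87). The MADS transcripts CsTc062956 and CsTc059471 had only 24 and 36 reads in stigma. CsTc039529 had a log2 ratio of stigma to stamen of 1.06 (95% interval 0.60 to 1.58). The bHLH transcript CsTc010602 had a base mean of 505 in stigma and 72.0 in tepal (log2 ratio 2.79, 95% interval 2.47 to 3.17). The highest of the MYB transcripts, CsTc006286, had 746 in stigma and 149.9 in leaf, and did not pass the test with either estimate of the dispersion. The WRKY transcript CsTc006577 had a base mean of 305 in stigma and 96.5 in leaf, and the Aux/IAA transcript CsTc021491 had 329 in stigma and 62.6 in corm.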

TFs reported to be involved in secondary metabolite biosynthesis, such as Aux/IAA, MYB, MADS, C2C2-YABBY, WRKY, bHLH and SNF2 families, were also represented among the up-regulated transcripts in stigma (Fig. 4d). We further investigated the metabolic pathways in which these differentially expressed transcripts are involved (Table S4). The transcripts up-regulated in stigma mostly belonged to carbohydrate degradation, abscisic acid biosynthesis, carotenoid degradation, tetraterpenoid degradation and jasmonic acid biosynthesis. However, transcripts belonging to photosynthetic processes were significantly enriched in leaf. In corm, transcripts belonging to starch degradation, cytokinin biosynthesis, plant hormone biosynthesis and flavonoid biosynthesis were highly enriched. Phenylpropanoid derivatives biosynthesis, citrulline biosynthesis and sugars degradation pathway related transcripts were up-regulated in tepal. In stamen, transcripts belonging to superpathway of sucrose and starch metabolism, glycerol and glycerophosphodiester degradation, carbohydrates degradation, and nitroaromatic compounds degradation were highly enriched (Table S4).

Further, we identified the transcripts exhibiting tissue-specific expression. A total of 1075 transcripts exhibited tissue-specific expression, 124 in corm, 161 in tepal, 304 in leaf, 144 in stigma and 342 in stamen (Fig. 5a). 

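The paper's text does not name the criterion for tissue-specific expression. Transcripts with a base mean of at least 10 in one tissue and of at most 1 in each of the 4 others were counted. By this criterion 851 transcripts were tissue-specific, 82 in corm, 108 in tepal, 262 in leaf, 95 in stigma and 304 in stamen. The number was 1075 with a base mean of at least 5 in the tissue, 577 with at least 20, and 565 with no reads in the 4 other tissues, which moved it most. A maximum of 1 allows 1 read in tepal or stigma but none in corm, leaf or stamen, where 1 read is already worth more, so the criterion is not equally strict for each tissue. Stamen and leaf had the largest numbers under each of these criteria. Most of these transcripts had few reads, and the median base mean in their own tissue was between 18.2 in tepal and 46.7 in leaf. The one with the highest base mean was CsTc013717 in leaf, at 18099 against 0.71 in stigma, which is 1 read, and 0 in the others. The highest in the other tissues were CsTc008513 in stamen, at 1641, CsTc009334 in corm, at 1358, CsTc022026 in stigma, at 182, and CsTc101878 in tepal, at 152.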

GOSlim analysis of these tissue-specific transcripts was performed to explore the major functional categories represented among them. In total, 270 transcripts could be assigned with at least one GOSlim term under biological process (253), molecular function (245) and cellular component (260) categories. Maximum number of transcripts belonged to other cellular process (200), metabolic process (187), transport (157), response to abiotic or biotic stimulus (90) and other biological processes (75) under biological function category (Fig. 5b). Among the molecular function categories, nucleotide binding (46), other binding (103), other enzyme activity (54) and unknown molecular functions (44) were most abundant. A large number (110) of up-regulated transcripts belonged to chloroplast under cellular component category, which is the prime site for apocarotenoid biosynthesis (Fig. 5b).

### Identification and expression analysis of candidate genes involved in apocarotenoid biosynthesis

Carotenoids are synthesized in plastids from two five-carbon building blocks, isopentenyl diphosphate (IPP) and dimethylallyl diphosphate (DMAPP), which are the products of methylerythritol phosphate (MEP) pathway. IPP and DMAPP together produce geranylgeranyl pyrophosphate (GGPP) in the presence of geranylgeranyl pyrophosphate synthase (GGDS). Phytoene synthase (PS) condenses two molecules of GGPP to produce a 40 carbon linear 15-*cis*-phytoene, which undergoes several rearrangements to produce lycopene catalyzed by phytoene desaturase (PDS) and ζ-carotene desaturase (ZDS) along with the action of two *cis*-*trans* isomerases (Z-ISO and CRTISO)^35^,^36^. Next, lycopene is converted into diverse classes of carotene backbone with one or two rings of β- or ε-type, such as α-, β- and γ-carotene catalyzed by ε-lycopene cyclase (ε-LYC)/lycopene β-cyclase (β-LYC). Lycopene β-cyclase (β-LYC) catalyzes a two-step reaction that leads to formation of β-carotene, whereas lycopene ε-cyclase and lycopene β-cyclase create one ε-ring and one β-ring to produce α-carotene, which are functionally modified with tailoring enzymes (β-carotene hydroxylase/ε-hydroxylase) to generate zeaxanthin and lutein, respectively^37^. Apocarotenoid compounds (crocetin, crocetin glycosides and picrocrocin) are derived by oxidative cleavage of zeaxanthin in several steps catalyzed by CCD, aldehyde dehydrogenase and UDP-glucosyltransferases (UGTs). Finally, picrocrocin gets converted to safranal with combined action of heat and β-glucosidase.

We identified the genes encoding for all the enzymes catalyzing different intermediate reactions involved in apocarotenoid biosynthetic pathway (Fig. 6) from the *C. sativus* transcriptome. All these transcript sequences were highly conserved at the amino acid sequence level in Arabidopsis. Furthermore, we analyzed the expression patterns of all the transcripts involved in apocarotenoid biosynthetic pathway using RNA-seq data (Fig. 6). 

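Fig. 6 prints 72 different transcripts. Of these, 27 encode the steps from GGPP synthase to β-carotene hydroxylase, and all 27 had their highest base mean in stigma. In 25 of the 27, the base mean plus 1 in stigma was at least 2-fold above every other tissue, and the median log2 ratio of stigma to the highest other tissue was 2.68. Among all transcripts with a base mean of at least 10 in at least one tissue, 12.9% had their highest base mean in stigma. In 10000 random lists of 27 transcripts matched on mean expression, the median share highest in stigma was 11.1%, and no list reached 100%, which describes these libraries only. The lists were drawn transcript by transcript, while Fig. 6 prints several transcripts of one enzyme that could have shared reads. They can therefore overstate the contrast. The paper does not give the rule by which the transcripts of Fig. 6 were chosen, so a choice by expression is not excluded. If they were so chosen, the comparison describes the list and does not test it. These limits apply to the random lists below as well. The largest ratios were in phytoene synthase, where 4 of the 5 transcripts had more than 90% of their summed base means in stigma. The highest of them, CsTc009491, had a base mean of 13488.5 in stigma, 81.5 in tepal, 55.9 in stamen, 13.3 in leaf and 0 in corm (log2 ratio of stigma to tepal 7.35, 95% interval 7.06 to 7.69). The fifth, CsTc006134, had 2170 in stigma and 1469 in leaf, a log2 ratio of 0.56 (95% interval 0.47 to 0.65). The single lycopene β-cyclase transcript, CsTc018497, had the highest base mean of these steps, 52635 in stigma against 1264 in stamen (log2 ratio 5.38, 95% interval 5.28 to 5.48). The highest transcripts of the other steps were CsTc033289 for carotenoid isomerase, at 22982 in stigma and 1413 in leaf, CsTc029835 for phytoene desaturase, at 14476 and 3214, and CsTc038389 for ζ-carotene isomerase, at 7075 and 1103. For ζ-carotene desaturase, CsTc051626 had a base mean of 9077 in stigma and 1954 in tepal. For GGPP synthase, CsTc024498 had 1108 in stigma and 188 in leaf. The β-carotene hydroxylase transcript CsTc018048 had 3345 in stigma and 1575 in tepal (log2 ratio 1.09, 95% interval 1.01 to 1.17), the smallest ratio of its step. In the test of stigma against the 4 other tissues, 20 of the 27 transcripts were up-regulated.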

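The 27 transcripts of Fig. 6 for CCD, aldehyde dehydrogenase, UDP-glucosyltransferase and β-glucosidase were examined in the same way. Of these, 22 had their highest base mean in stigma, and 16 were at least 2-fold above every other tissue there. Only 13 of the 27 were up-regulated in the test of stigma against the 4 other tissues. These were 4 of the 6 CCD, 5 of the 8 aldehyde dehydrogenase, 4 of the 10 UDP-glucosyltransferase and 0 of the 3 β-glucosidase transcripts. The median share highest in stigma was 11.1% in 10000 random lists of 27 transcripts matched on mean expression, and no list reached 81.5%. The limits of the random lists given above hold here too. For CCD, 5 of the 6 transcripts were highest in stigma. CsTc042693 had the highest base mean in stigma, 9886, against 351 in leaf, 41.2 in tepal, 15.8 in stamen and 0 in corm (log2 ratio of stigma to leaf 4.81, 95% interval 4.66 to 4.97). The sixth, CsTc016144, was highest in leaf, with a base mean of 2610 against 2133 in stamen, 1634 in stigma and 1541 in tepal. For aldehyde dehydrogenase, 7 of the 8 transcripts were highest in stigma. CsTc044265 had a base mean of 7293 in stigma and 1660 in tepal (log2 ratio 2.13, 95% interval 2.06 to 2.21). CsTc019293 had 6378 in stamen and 6253 in stigma, which could not be told apart from the counts (log2 ratio of stigma to stamen -0.03, 95% interval -0.08 to 0.02), and it was higher in stigma when the libraries were scaled by total reads. Among the 10 UDP-glucosyltransferase transcripts, 9 were highest in stigma and 5 were at least 2-fold above every other tissue. CsTc030662 had the highest base mean in stigma, 21864, against 4162 in stamen (log2 ratio 2.39, 95% interval 2.34 to 2.45). In 2 others, CsTc029875 and CsTc062230, the interval of the ratio of stigma to stamen included 0, from -0.16 to 1.77 and from -0.21 to 0.91. CsTc040492 was highest in corm, at 209.6 against 162 in stigma. For β-glucosidase, 1 of the 3 transcripts was highest in stigma. This was CsTc103602, at 478 in stigma and 439 in leaf, a difference within the counting error (log2 ratio 0.12, 95% interval -0.05 to 0.30). CsTc094571 had a base mean of 699 in leaf and 445 in stigma. CsTc042462 had 21202 in tepal and 1252 in stigma, where it was lowest (log2 ratio of stigma to tepal -4.08, 95% interval -4.15 to -4.01).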

The expression analysis of transcripts involved in key enzymatic steps of apocarotenoid biosynthesis, such as carotenoid cleavage dioxygenase (CCD), glucosyltransferases, aldehyde dehydrogenases and beta glucosidases revealed their higher expression levels in stigma as compared to other tissues (Fig. 6). Similar expression patterns have been reported earlier for some of the characterized enzymes involved in apocarotenoid biosynthesis, such as carotenoid cleavage dioxygenase^19^ and glucosyltransferases^20^. These results indicate that apocarotenoids are synthesized mainly in stigma.

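Over the 54 transcripts of Fig. 6 from GGPP synthase to β-glucosidase, 49 had their highest base mean in stigma (90.7%), 2 in leaf and 1 each in corm, tepal and stamen. The median log2 ratio of stigma to the highest other tissue was 2.25, against -1.45 in the median of 10000 random lists matched on mean expression, and no list had a median as high. Several of the 54 are transcripts of one enzyme that could have shared reads. The lists were not drawn in such groups, which can overstate this contrast. Stigma held between 3.6% and 99.3% of the summed base means of a transcript, with a median of 70.2%, and more than 90% in 9 of the 54 transcripts. In stigma, 41 of the 54 transcripts were at least 2-fold above every other tissue, and 46 were under scaling by total reads, the alternative that moved this number most. The paper sets these expression patterns beside earlier reports on CCD and glucosyltransferases, and from them it proposes that apocarotenoids are synthesized mainly in stigma.

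**Figure D1:**
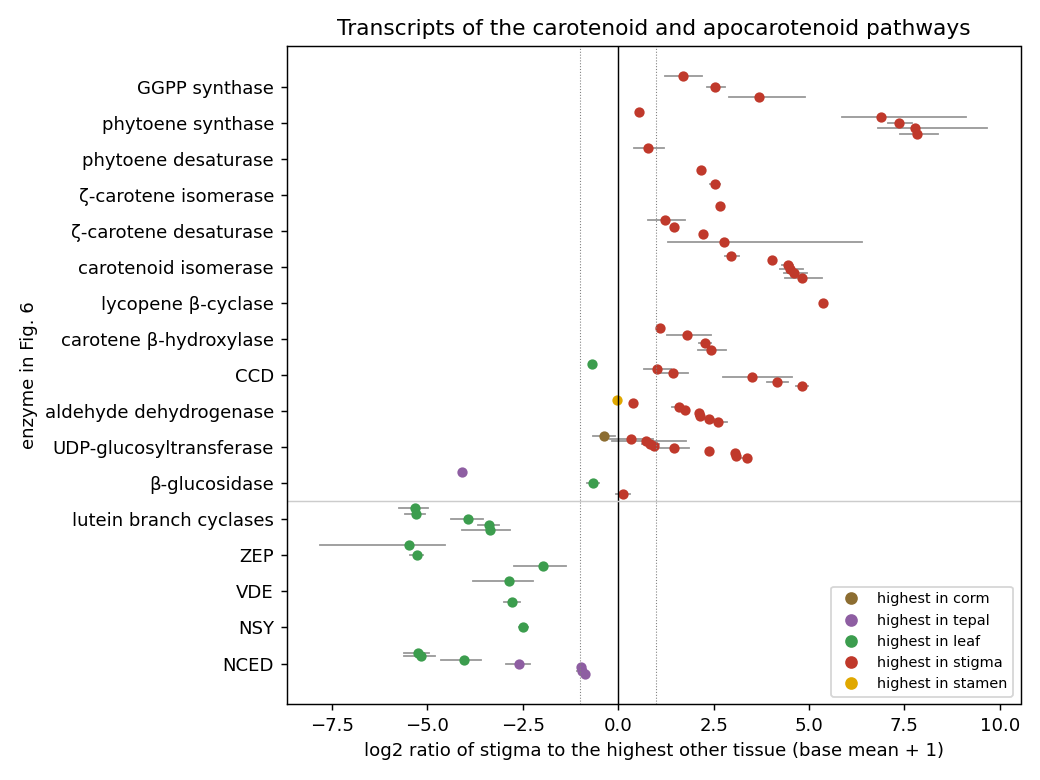
Log2 ratio of the base mean plus 1 in stigma to that in the highest other tissue (x axis) for the 72 transcripts of Fig. 6, by enzyme (y axis). Each point is 1 transcript, coloured by the tissue with its highest base mean, bars are 95% intervals from the reads, dotted lines mark a 2-fold difference and the grey line separates the route to apocarotenoids (above) from the lutein and ABA branches. In the upper part 49 of 54 transcripts lie to the right of 0, and in the lower part all 18 lie to the left.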

Further, we identified two key enzymes, zeaxanthin epoxidase (ZEP) and violaxanthin de-epoxidase (VDE), in the *C. sativus* transcriptome responsible for inter-conversion of zeaxanthin to violaxanthin and *vice versa* via antheraxanthin (epoxy-zeaxanthin) as an intermediate. It has been reported that inter-conversion of zeaxanthin and violaxanthin in higher plants is dependent on the intensity of light and associated with protective mechanism from photooxidative damage^38^,^39^. 

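Fig. 6 prints 3 transcripts for ZEP and 2 for VDE, and all 5 had their highest base mean in leaf. The ZEP transcript CsTc029528 had a base mean of 7717 in leaf and 199 in stigma (log2 ratio of leaf to stigma 5.27, 95% interval 5.11 to 5.46). CsTc006236 had 172 in leaf and 2.86 in stigma (log2 ratio 5.49, 95% interval of the reads without a pseudocount 4.53 to 7.81), where the base mean stands for 4 reads. The third ZEP transcript, CsTc072536, had 76.0 in leaf and 18.6 in stigma (log2 ratio 1.97, 95% interval 1.37 to 2.74). For VDE, CsTc103331 had a base mean of 1191 in leaf and 173 in stigma (log2 ratio 2.78, 95% interval 2.58 to 2.99), and CsTc038127 had 95.5 and 12.2 (log2 ratio 2.87, 95% interval 2.22 to 3.81). Both VDE transcripts were next highest in stigma after leaf. CsTc103331 had 55.9 in stamen, 44.8 in corm and 14.4 in tepal, and CsTc038127 had 10.0, 2.09 and 0.96, with few reads. Of ZEP, CsTc029528 and CsTc006236 were lowest in stigma, and CsTc072536 was lowest in tepal. Summed over the 5 transcripts, the base means were 9251.5 in leaf, 479.7 in corm, 464 in stamen, 436.5 in tepal and 405 in stigma. This sum is mostly CsTc029528 and joins enzymes of opposite direction, so it does not describe a flux. The paper proposes that the lower expression in stigma diverts zeaxanthin towards apocarotenoids.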

Differential expression analysis of the transcripts encoding for both the enzymes revealed their higher expression in leaf as compared to stigma (Fig. 6). The lower expression level of these transcripts in stigma can divert the zeaxanthin flux towards apocarotenoid biosynthesis. Violaxanthin is converted into 9-cis-neoxanthin catalyzed by neoxanthin synthase (NSY) and act as a precursor for abscisic acid (ABA) biosynthesis. The reaction catalyzed by neoxanthin synthase is very similar to lycopene cyclase and both of these enzymes share strong sequence similarity at amino acid level, which suggests an evolutionary relationship between them^40^. Next, we identified a key regulatory enzyme, 9-cis-epoxycarotenoid dioxygenase (NCED), implicated in abscisic acid (ABA) biosynthesis, which cleaves neoxanthin and violaxanthin to form xanthoxin, a direct precursor for ABA. The expression analysis of NCED revealed its higher expression level in tepal and stigma, which is in well agreement with the earlier report^41^. 

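Fig. 6 prints 7 NCED transcripts. Of these, 4 were highest in tepal and 3 in leaf. CsTc042107 had the highest base mean, 5744 in tepal and 3167 in stigma, against 109 in stamen, 39.6 in corm and 24.6 in leaf (log2 ratio of stigma to tepal -0.86, 95% interval -0.92 to -0.80). CsTc035409 had 2320 in tepal and 1195 in stigma, and CsTc015118 had 1239 and 644, with at most 40.1 in any other tissue. The fourth, CsTc012508, had 453 in tepal, 97.5 in stamen and 74.3 in stigma. The transcripts highest in leaf were CsTc086051, at 2310 in leaf, 269 in tepal and 60.0 in stigma, CsTc071562, at 1417, 168 and 38.6, and CsTc101811, at 412, 53.7 and 24.3. Summed over the 7 transcripts, the base means were 10246 in tepal, 5203 in stigma, 4184 in leaf, 287 in stamen and 127 in corm.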

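The 18 transcripts of Fig. 6 for the lutein branch, ZEP, VDE, NSY and NCED were set against the 54 transcripts of the route to apocarotenoids. None of the 18 was highest in stigma, 14 were highest in leaf and 4 in tepal, under the deposited scaling and under scaling by total reads. Stigma held between 1.19% and 34.9% of the summed base means of each of the 18, with a median of 8.1%, against a median of 70.2% in the 54. The median log2 ratio of stigma to the highest other tissue was -3.37 in the 18, which lay at percentile 0.02 of 10000 random lists matched on mean expression. The 5 cyclase transcripts of the lutein branch were all highest in leaf, the highest being CsTc001260, at 3457 in leaf, 197 in corm and 86.5 in stigma (log2 ratio of stigma to leaf -5.30, 95% interval -5.59 to -5.06). The NSY transcript CsTc042824 had a base mean of 3466 in leaf and 620.5 in stigma. Transcripts of the route to apocarotenoids were also read outside stigma, with base means that summed to 294031 in stigma, 53912.5 in tepal, 34958 in stamen, 27081 in leaf and 11166 in corm. These sums are not corrected for length, and abundant transcripts weigh most in them. The β-glucosidase transcript CsTc042462 alone had 21202 in tepal. From GGPP synthase to β-carotene hydroxylase the sums were 173000 in stigma and 10158 in tepal. From CCD to β-glucosidase they were 121032 and 43754. The paper proposes that a coordinated regulation of these pathways diverts the flux towards apocarotenoids in stigma.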

Although apocarotenoids (crocin, picrocrocin and safranal), lutein and ABA are derived from the same precursor lycopene, the transcripts encoding the enzymes involved in apocarotenoid biosynthesis were exclusively expressed in stigma, whereas the transcripts encoding for enzymes involved in lutein and ABA biosynthesis were expressed at higher level in other tissues. This could be a result of coordinated regulation of these pathways to divert the flux towards apocarotenoid biosynthesis in stigma.

It has been reported that extract of stigmas of *C. sativus* contains approximately 150 volatile and aroma yielding compounds belonging to terpenoids and flavonoids. We have identified the transcripts involved in the biosynthesis of these important compounds in the *C. sativus* transcriptome. Based on functional annotation, at least 21 transcripts belonging to terpene synthase family and 11 transcripts belonging to prenyltransferases were identified in the *C. sativus* transcriptome, which might be responsible for the accumulation of terpenoids/monoterpenoids in *C. sativus* stigma. Differential expression analysis of terpene synthase encoding transcripts revealed substantial difference in their expression pattern among all the five tissues. 

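Fig. S3 prints the identifiers of 18 transcripts of terpenoid biosynthesis. Of these, 9 had their highest base mean in stigma, 3 in tepal, 2 in stamen, 1 in leaf and 2 in corm, and 1, CsTc024662, had the same base mean in corm and stigma, 114. When the libraries were scaled by total reads, 72.2% of the 18 were highest in stigma, against 50% with the deposited scaling, the alternative that moved this share most. The transcripts highest outside stigma under both scalings were CsTc048306 in tepal, at 1170 against 747 in stigma, CsTc052294 in tepal, at 218 against 56.5, CsTc053978 in stamen, at 1092 against 204, CsTc090067 in leaf, at 387 against 176, and CsTc052601, which was highest in stamen, at 3225, or in leaf, at 2841, depending on the scaling, with 1465 in stigma. CsTc018680, CsTc003921 and CsTc080086 were highest in tepal, corm and corm with the deposited scaling and in stigma with the other, at 869, 823 and 244 in stigma against 1187, 849.9 and 271.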

Many of these transcripts encoding for terpenoid biosynthesis were found to be preferentially/specifically expressed in the stigma, suggesting their biosynthesis mainly occurs in stigma (Fig. S3).

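The 9 transcripts highest in stigma were each at least 2-fold above every other tissue. Among them, CsTc024498, CsTc021471 and CsTc048834 are also the GGPP synthase transcripts of Fig. 6, so this list is not separate from that of the apocarotenoid route. CsTc047320 had the highest base mean, 58090 in stigma against 4271 in tepal, 1607 in stamen, 1046 in leaf and 46.9 in corm (log2 ratio of stigma to tepal 3.77, 95% interval 3.72 to 3.81). The largest ratio was that of CsTc035461, with 11996 in stigma and 337 in tepal (log2 ratio 5.15, 95% interval 5.00 to 5.31). CsTc055053, CsTc019368 and CsTc017091 had base means of 36962, 11693.5 and 9706 in stigma and of 9478, 4225 and 4373 in tepal, with at most 139 in the other 3 tissues. The share of the 18 transcripts highest in stigma, 50%, was reached by 2 of 10000 random lists of the same size matched on mean expression, in which the median share was 11.1%. The legend of Fig. S3 calls its transcripts selected and does not say how, so a choice by expression in stigma is not excluded, and this comparison describes the list and is not a test of it. From the preferential expression of many of these transcripts in stigma, the paper proposes that terpenoid biosynthesis mainly occurs there.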

Overall, these analyses identified candidate transcripts encoding for enzymes involved in different steps of apocarotenoid biosynthesis and revealed their preferential/specific expression in stigma of *C. sativus*. Although the genes involved in different steps of apocarotenoid biosynthesis pathway were identified in the previous study^18^ as well, the availability of more number of transcripts with larger size representing these genes, and their comprehensive expression profiling in multiple tissues from our study can help better understanding of the apocarotenoid biosynthesis pathway. The functional analysis of some of these candidate transcripts can provide insights into molecular mechanisms underlying apocarotenoid biosynthetic pathway.

### Real-time PCR validation of differential expression

To validate the differential expression of selected transcripts from RNA-seq data, real-time PCR analysis was performed. The expression analysis was performed for selected genes belonging to apocarotenoid biosynthesis pathway, such as phytoene synthase (PS), beta carotene hydrolase (BCH), carotenoid cleavage dioxygenase (CCD) and glucosyltransferases (GTs) and a few TF (MADS, C2C2-YABBY and C2H2) encoding transcripts (Fig. 7). In addition, a few transcripts encoding for CYP450 mono-oxygenase, RNase H-like superfamily and ketoacyl CoA synthase showing differential expression, were also selected randomly from the transcriptome dataset and validated via real-time PCR analysis. 

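The RNA-seq base means of the 16 transcripts tested by real-time PCR were taken from the same libraries. Of these, 13 had their highest base mean in stigma, 2 in tepal and 1 in leaf, and none in corm. The phytoene synthase transcript CsTc070599 had a base mean of 1268 in stigma, 4.80 in tepal, 2.87 in stamen, 1.03 in leaf and 0 in corm. The β-carotene hydroxylase transcripts CsTc018048 and CsTc054425 had 3345 and 1966 in stigma, and 729.9 and 81.3 in corm. The UDP-glucosyltransferase transcript CsTc012245 had 14375 in stigma, 7511 in tepal and 32.9 in leaf. The CCD transcript CsTc016144 had 2610 in leaf, 1634 in stigma and 348 in corm, and the NCED transcript CsTc042107 had 5744 in tepal, 3167 in stigma and 39.6 in corm. Of the TFs, the C2C2-YABBY transcript CsTc016335 had 3732 in stigma and 0 in corm, and the MADS transcript CsTc038051 had 169 in stigma and 6.26 in corm. CsTc048027 was highest in tepal, at 325, with 244 in stigma and 251 in corm, and in stigma when the libraries were scaled by total reads. The remaining 7 were all highest in stigma. CsTc025071 had a base mean of 9622 in stigma and 1.04 in corm, which is 1 read, CsTc056539 had 7269 in stigma and 0 in corm, and CsTc034793 had 3895 in stigma and 3.13 in corm. CsTc012622 had 2149 in stigma and 49.0 in corm, CsTc001501 had 1691 in stigma and 67.8 in corm, CsTc102817 had 1122 in stigma and 3.13 in corm, and CsTc090197 had 492 in stigma and 3.13 in corm. From the comparison with real-time PCR, the paper states that both methods gave similar expression patterns.

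**Figure D2:**
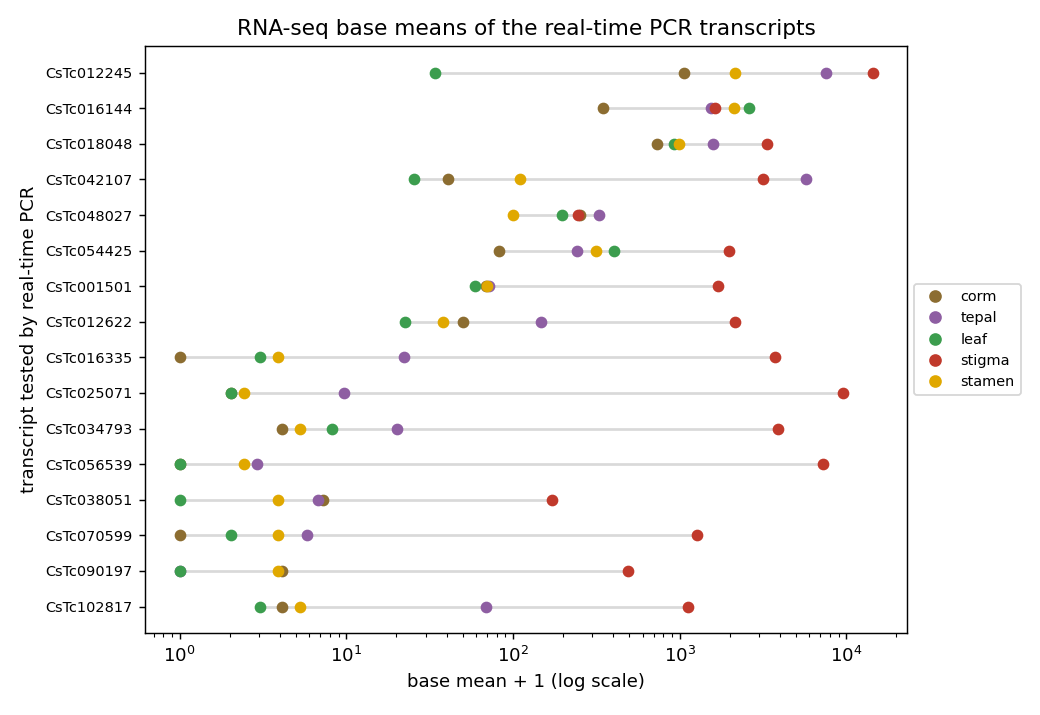
RNA-seq base mean plus 1 (x axis, log scale) in corm, tepal, leaf, stigma and stamen for the 16 transcripts tested by real-time PCR (y axis). Each point is 1 library, without replicates, the grey line of a transcript spans its 5 libraries, and 13 of the 16 transcripts have the point of stigma farthest to the right.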

A comparative analysis of all the selected genes revealed similar expression pattern in real-time PCR analysis as observed in RNA-seq data, suggesting the consistency in results.

In conclusion, we have generated a comprehensive transcriptome assembly representing the gene space in *C. sativus*. We identified all the transcripts encoding for enzymes involved in apocarotenoid biosynthesis/accumulation and terpenoid biosynthesis. Differential expression analysis of candidate genes along with TFs revealed that expression of most of the transcripts involved in apocarotenoid biosynthesis is restricted to stigma, which is the probable site for biosynthesis of important apocarotenoids in *C. sativus*. Furthermore, discovery of large number of SSRs in the *C. sativus* transcriptome will be useful in the marker-assisted breeding and identification/authentication of *C. sativus*. It is anticipated that these data will pave the way for elucidating the exact molecular mechanism for apocarotenoid biosynthesis in *C. sativus*.

## Methods

### Plant material

Saffron (*C. sativus* L.) plants were collected from an open farmland of a village situated in Pampore town of Pulwama district, Jammu and Kashmir, India. Different tissues, including corm, tepal, leaf, stigma and stamen were harvested from the plants and immediately frozen in liquid nitrogen and stored at −80 °C until further use.

### RNA isolation and transcriptome sequencing

Total RNA from the above tissues was isolated in three biological replicates using TRI reagent (Sigma Life Science, USA). Quantity and quality of total RNA was determined by Nanodrop spectrophotometer (Thermo Fisher Scientific) and Bioanalyzer (Agilent technologies, Singapore). Purity of total RNA was checked by estimating the absorbance ratio at 260/280 and 260/230, and RNA integrity number (RIN). The quality of total RNA isolated from corm and stigma tissues did not meet the minimum standard for Illumina sequencing. Therefore, we modified the standard protocol to obtain better quality of RNA, which included washing of RNA pellet with 5 M NaCl (2–3 times) before dissolving in RNase free water. High-quality total RNA (260/280, 1.8–2.0; 260/230 > 2.0; RIN > 7.5) pooled in equal quantity from the three biological replicates for each sample was used for transcriptome sequencing using Illumina platform to generate 100-nt long paired-end reads. To obtain high-quality clean data for *de novo* assembly, stringent quality check was performed to remove low-quality reads and adapter trimming using our in-house NGS QC Toolkit (v2.3)^42^.

### *De novo* transcriptome assembly

High-quality reads were assembled into contigs using various commonly used short-read assemblers, such as Velvet (v1.2.01)^43^, Oases (v0.2.04)^44^, ABySS (v1.2.6)^45^, SOAPdenovo (v1.04)^46^, CLC Genomics Workbench (v4.7.2) and Trinity (v2012-05-18)^47^. Transcriptome assembly was performed using two different approaches as described earlier^48^. In the first approach (best *k*-mer strategy), high-quality reads were assembled at varying *k*-mer length 39–99 using Velvet, Oases, ABySS and SOAPdenovo, whereas CLC Genomics Workbench and Trinity softwares were used at default parameters. In the second approach (additive *k*-mer followed by TGICL), a two-step strategy was employed for assembly. Firstly, contigs generated for all *k*-mers by respective assembler were merged and redundancy was removed using CD-HIT tool. Next, the non-redundant set of contigs were assembled using TGICL suite (v2.0)^49^ with minimum overlap length of 40 and maximum identity of 90. GC content analysis of *C. sativus* transcriptome was performed using in-house perl script.

### Functional annotation

To assign the putative function to each transcript of *C. sativus*, similarity search using BLASTX^50^ was performed against Arabidopsis and rice proteomes followed by NCBI non-redundant and UniRef90 databases with an *E*-value cut-off of ≤10^−5^ to find the best significant match for each transcript. GOSlim terms were assigned to each *C. sativus* transcript under molecular function, biological process and cellular component categories by comparing the sequence with Arabidopsis proteins. Likewise, classification of the *C. sativus* transcripts in different functional categories was performed using KOG database. Identification of TF families in *C. sativus* transcriptome was carried out based on hidden Markov model (HMM) profile (obtained either from the PFAM database or generated from the conserved domain alignments) search using criteria given at the Plant Transcription Factor Database (http://plntfdb.bio.uni-potsdam.de/v3.0/) as described earlier^21^.

### Identification of SSRs

*C. sativus* transcriptome was scanned for the presence of simple repeat sequences (SSRs) using MISA (MicroSAtellite) at default parameters^51^. The minimum number of repeat units for di-nucleotide was six, whereas for tri-, tetra-, penta- and hexa-nucleotide, minimum number of repeat units was more than five in the search criteria.

### Differential gene expression analysis

To estimate the expression pattern of each transcript in different tissue samples, high-quality reads from each sample were mapped on the final transcriptome assembly using CLC Genomics Workbench. A maximum of two mismatches were allowed for mapping. The read counts was normalized by calculating number of reads per kilobase per million (RPKM) for each transcript in individual tissue. Differential gene expression analysis was performed using DESeq software (v1.10.1)^52^ based on negative binomial distribution. A *P*-value cut-off of ≤ 0.05 along with at least two-fold change was used to identify significant differential expression of the transcripts. The heatmap showing tissue-specific expression patterns (log_2_ fold change) for the transcripts involved in various pathways were generated via TIGR MultiExperiment Viewer (MeV, v4.8).

### Real-time PCR analysis

For real-time PCR analysis, the gene-specific primers (Table S5) were designed using Primer Express (v3.0) software (Applied Biosystems, USA). Real-time PCRs were carried out in three independent biological replicates and three technical replicates for each biological replicate of each tissue sample as reported earlier^53^. *Ubiquitin* was used as an internal control gene for normalization.

### Data availability

The sequence data generated in this study have been deposited in the Gene Expression Omnibus under the accession number GSE65103. Transcriptome assembly, functional annotation, SSRs and gene expression data have been made available at the Saffron Transcriptome web page (http://nipgr.res.in/mjain.html? page=saffron).

## Additional Information

**How to cite this article**: Jain, M. *et al*. *De novo* transcriptome assembly and comprehensive expression profiling in *Crocus sativus* to gain insights into apocarotenoid biosynthesis. *Sci. Rep*. **6**, 22456; doi: 10.1038/srep22456 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
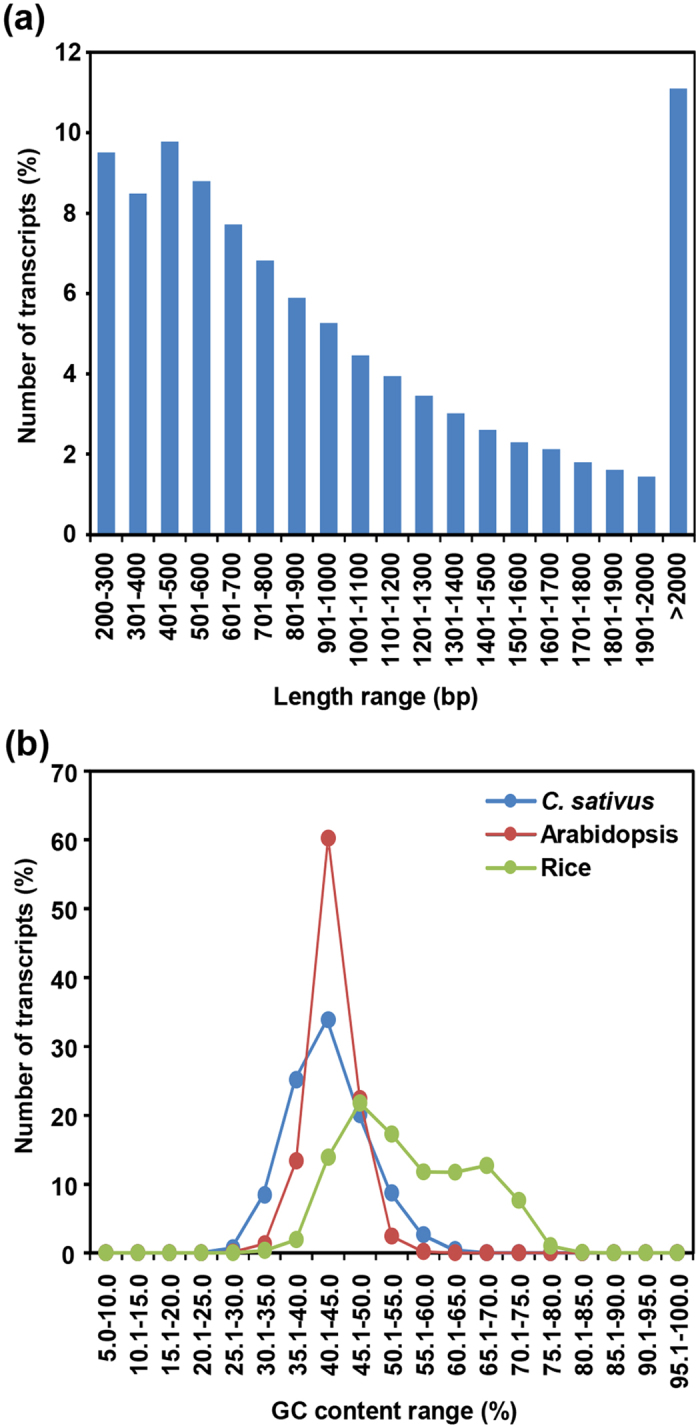
Length and GC content distribution of *C. sativus* transcripts. **(a)** Length distribution of *C. sativus* transcripts. **(b)** GC content distribution of *C. sativus* transcripts in comparison with Arabidopsis and rice.

**Figure 2:**
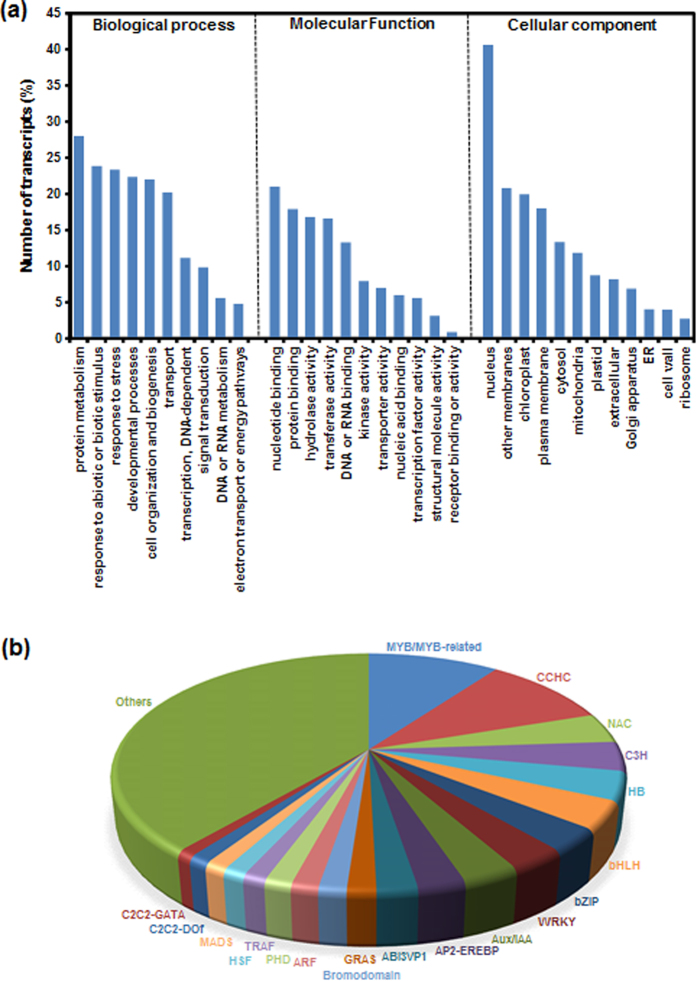
Functional annotation of *C. sativus* transcripts. **(a)** Frequency of GOSlim terms in the *C. sativus* transcripts under biological process, molecular function and cellular component categories. **(b)** Number of *C. sativus* transcripts representing different transcription factor families.

**Figure 3:**
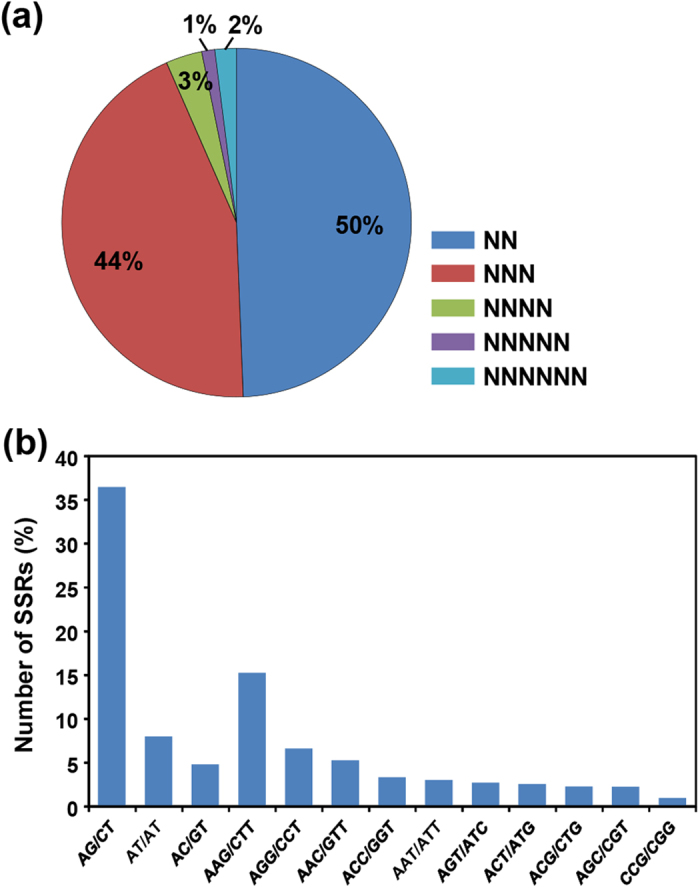
Simple sequence repeats (SSRs) in *C. sativus* transcriptome. **(a)** Distribution of SSRs in different classes. **(b)** Frequency of most abundant SSRs motifs.

**Figure 4:**
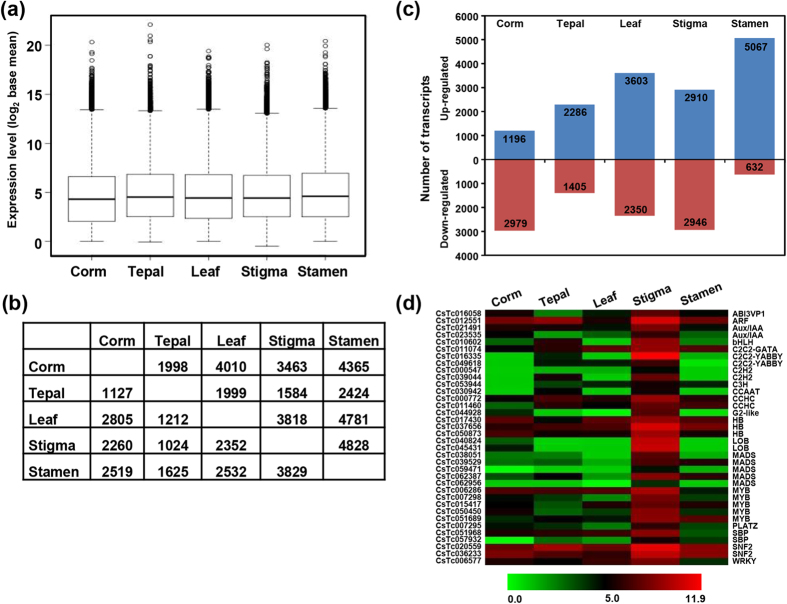
Differential expression analysis of C. sativus transcriptome. **(a)** Box plot representing the distribution of expression values of all the transcripts. **(b)** Pair-wise comparisons of different tissues to identify the differentially expressed transcripts between all the possible pairs. **(c)** The number of significantly (P-value ≤ 0.05 and at least two-fold change) up- and down-regulated transcripts in each tissue as compared to all other four tissues. **(d)** Heatmap showing expression profile of selected TFs encoding transcripts up-regulated in stigma. *C. sativus* transcript identifiers are given on the left side. Color scale representing normalized expression values is shown at the bottom.

**Figure 5:**
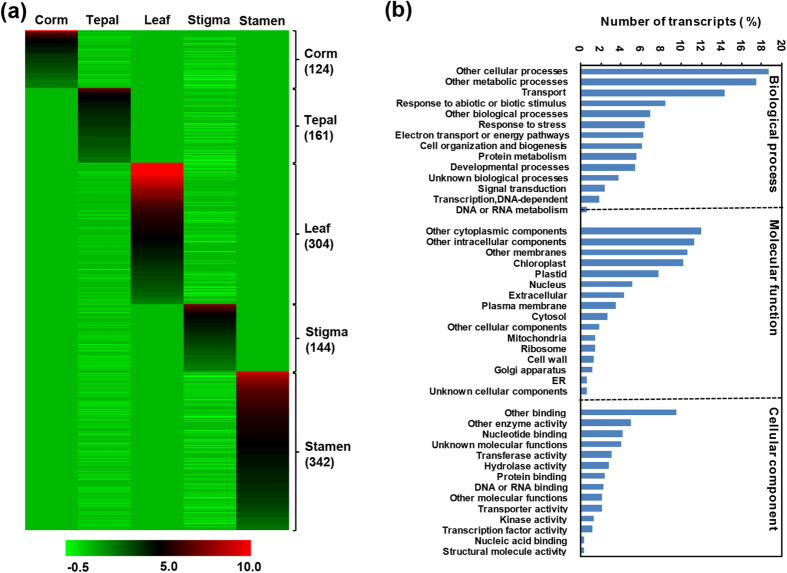
Tissue specific expression and functional annotation of *C. sativus* transcripts. **(a)** Heatmap showing tissue-specific expression in all the five tissues. Number of transcripts exhibiting specific expression in different tissues has been indicated on the right side. Color scale representing normalized expression values is shown at the bottom. **(b)** GOSlim analysis of transcripts specifically expressed in one tissue.

**Figure 6:**
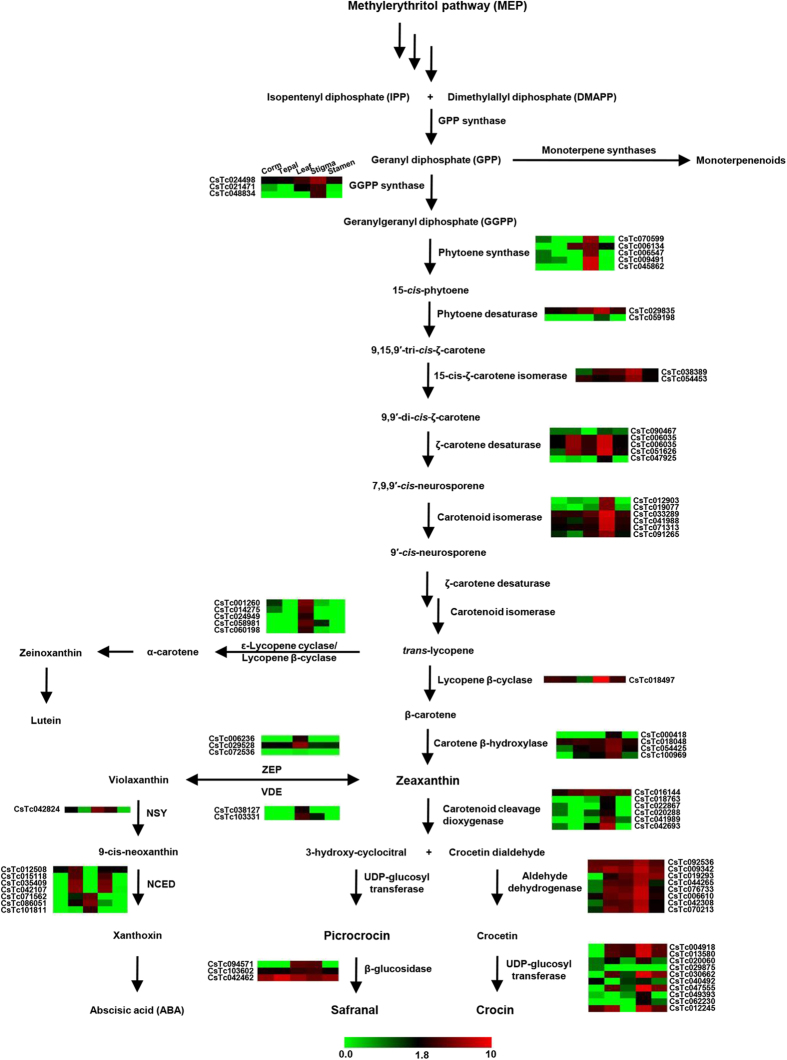
Schematic representation of apocarotenoid biosynthetic pathway and gene expression of enzyme(s) involved in *C. sativus*. The enzymes and intermediates involved in different reaction steps of apocarotenoid biosynthetic pathway known in *C. sativus* are shown. Heatmaps displaying the differential expression of transcripts encoding for enzymes (transcript identifier has been provided) involved in different steps are also shown. In the heatmaps, different columns represent tissues in order of corm, tepal, leaf, stigma and stamen from left to right (as given in the first heatmap on the pathway). Color scale representing normalized expression values is shown at the bottom.

**Figure 7:**
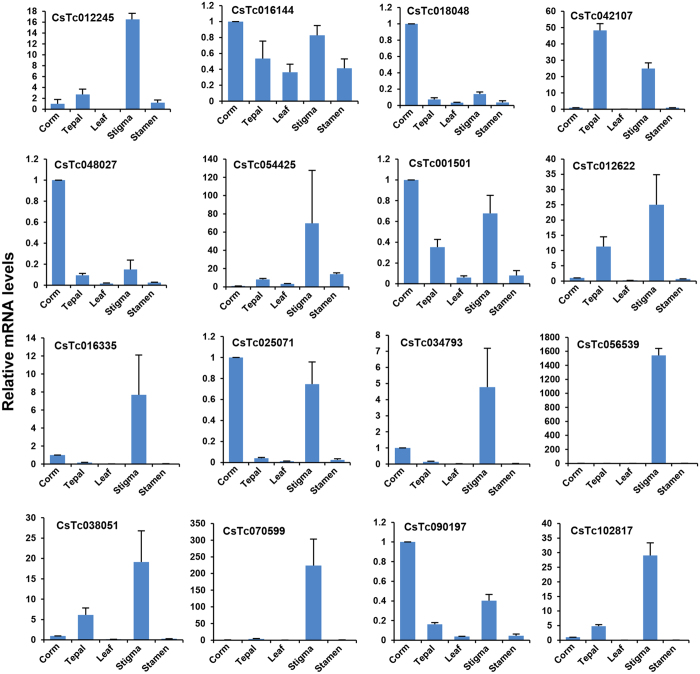
Real-time PCR validation of gene expression obtained via RNA-seq. Real-time PCR analysis of selected transcripts, including those encoding for enzymes involved in apocarotenoid biosynthesis and transcription factors, and other randomly selected transcripts exhibiting differential expression.

**Table 1:** Summary of read data generated and mapping on the transcriptome.

Tissue sample	Raw reads	High-quality reads (%)	Mapped reads (%)
Corm	38678236	35932216 (92.90%)	32723663 (91.07%)
Tepal	53541250	48312982 (90.23%)	44807769 (92.74%)
Leaf	41354788	37650344 (91.04%)	34575420 (91.83%)
Stigma	49463790	45865500 (92.72%)	41871198 (91.29%)
Stamen	42789692	38535588 (90.06%)	35560309 (92.28%)

**Table 2:** Assembly statistics after merged assembly of the non-redundant contigs from different *k*-mers via TGICL.

	Velvet	Oases	ABySS	SOAPdenovo	CLC	Trinity
Number of contigs	191814	60426	105269	139004	65193	32996
Total size (Mb)	116.84	67.75	110.22	97.45	39.25	27.47
Minimum length (bp)	200	200	200	200	200	200
Maximum length (bp)	14710	28547	25872	17121	16323	20224
Average length (bp)	609.15	1121.28	1047.05	701.05	602.07	832.4
N50 length (bp)	808	1718	1404	975	806	1308
Contigs with significant hits in rice^1^	56758	28060	57131	50697	23630	10468
Contigs with significant hits in Arabidopsis^1^	50482	26034	53925	46417	21141	9166

^1^Number of contigs showing significant (*E*-value ≤ 1e−05) similarity with rice/Arabidopsis proteins.

# Supplementary material for: De novo transcriptome assembly and comprehensive expression profiling in Crocus sativus to gain insights into apocarotenoid biosynthesis
**Source:** Sci Rep. 2016 Mar 3;6:22456. doi: 10.1038/srep22456

## **Supplementary Information**

### ***De novo* transcriptome assembly and comprehensive expression profiling in *Crocus sativus* to gain insights into apocarotenoid biosynthesis**

Mukesh Jain<sup>1,2\*</sup>, Prabhakar Lal Srivastava<sup>1</sup>, Mohit Verma<sup>1</sup>, Rajesh Ghangal<sup>1</sup>, Rohini Garg<sup>1</sup>

**Supplementary Table S1** Assembly statistics from different softwares at various k-mers.

**Velvet**

|                            | <b>k-39</b> | <b>k-43</b> | <b>k-49</b> | <b>k-53</b> | <b>k-59</b> | <b>k-63</b> | <b>k-69</b> | <b>k-73</b> | <b>k-79</b> | <b>k-83</b> | <b>k-89</b> | <b>k-93</b> | <b>k-99</b> |
|----------------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
| <b>Number of contigs</b>   | 1067901     | 1005361     | 823988      | 826738      | 620163      | 508779      | 384987      | 318990      | 238632      | 191901      | 120899      | 70645       | 3276        |
| <b>Total size (Mb)</b>     | 192.4       | 189.36      | 170.31      | 168.44      | 141.98      | 125.77      | 105.05      | 92.59       | 75.57       | 64.28       | 44.74       | 28.21       | 1.4         |
| <b>Minimum length (bp)</b> | 100         | 100         | 100         | 105         | 117         | 125         | 137         | 145         | 157         | 165         | 177         | 185         | 197         |
| <b>Maximum length (bp)</b> | 3823        | 3851        | 4478        | 6512        | 7689        | 7990        | 9706        | 7214        | 7877        | 7554        | 6624        | 5039        | 3113        |
| <b>Average length (bp)</b> | 180.17      | 188.35      | 206.69      | 203.74      | 228.94      | 247.21      | 272.86      | 290.25      | 316.69      | 334.94      | 370.04      | 399.27      | 426.52      |
| <b>N50 length (bp)</b>     | 172         | 181         | 204         | 210         | 235         | 253         | 280         | 298         | 326         | 346         | 384         | 415         | 422         |

**Oases**

|                            | <b>k-39</b> | <b>k-43</b> | <b>k-49</b> | <b>k-53</b> | <b>k-59</b> | <b>k-63</b> | <b>k-69</b> | <b>k-73</b> | <b>k-79</b> | <b>k-83</b> | <b>k-89</b> | <b>k-93</b> | <b>k-99</b> |
|----------------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
| <b>Number of contigs</b>   | 132251      | 127276      | 122163      | 118713      | 112037      | 108179      | 101107      | 94357       | 82418       | 73241       | 54885       | 38515       | 2513        |
| <b>Total size (Mb)</b>     | 76.2        | 77.73       | 77.82       | 76.96       | 73.01       | 70.48       | 65.62       | 61.26       | 53.55       | 47.3        | 34.85       | 23.2        | 12.69       |
| <b>Minimum length (bp)</b> | 100         | 100         | 100         | 103         | 109         | 113         | 119         | 123         | 129         | 134         | 139         | 143         | 161         |
| <b>Maximum length (bp)</b> | 14312       | 15753       | 15602       | 15593       | 16088       | 15989       | 15989       | 15926       | 15177       | 13462       | 11732       | 7251        | 3204        |
| <b>Average length (bp)</b> | 576.17      | 610.72      | 637.04      | 648.31      | 651.69      | 651.51      | 648.97      | 649.22      | 649.74      | 645.86      | 634.97      | 602.42      | 505         |
| <b>N50 length (bp)</b>     | 1014        | 1060        | 1055        | 1055        | 1031        | 994         | 944         | 918         | 882         | 844         | 779         | 695         | 498         |

**ABYSS**

|                            | <b>k-43</b> | <b>k-49</b> | <b>k-53</b> | <b>k-59</b> | <b>k-63</b> | <b>k-69</b> | <b>k-73</b> | <b>k-79</b> | <b>k-83</b> | <b>k-89</b> | <b>k-93</b> | <b>k-95</b> |
|----------------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
| <b>Number of contigs</b>   | 457852      | 453842      | 641830      | 589368      | 538679      | 454837      | 396154      | 317209      | 266961      | 192807      | 141225      | 109747      |
| <b>Total size (Mb)</b>     | 115.3       | 117.34      | 138.97      | 137.08      | 132.9       | 124.15      | 116.66      | 103.65      | 92.87       | 72.1        | 52.78       | 40.71       |
| <b>Minimum length (bp)</b> | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         |
| <b>Maximum length (bp)</b> | 14167       | 14111       | 13966       | 11607       | 11656       | 11656       | 10848       | 10077       | 12220       | 12584       | 11040       | 6026        |
| <b>Average length (bp)</b> | 251.83      | 258.55      | 216.52      | 232.59      | 246.7       | 272.95      | 294.47      | 326.76      | 347.88      | 373.94      | 373.71      | 370.96      |
| <b>N50 length (bp)</b>     | 349         | 366         | 262         | 292         | 324         | 387         | 439         | 507         | 543         | 570         | 537         | 511         |

**SOAPdenovo**

|                            | <b>k-43</b> | <b>k-49</b> | <b>k-53</b> | <b>k-59</b> | <b>k-63</b> | <b>k-69</b> | <b>k-73</b> | <b>k-79</b> | <b>k-83</b> | <b>k-89</b> | <b>k-93</b> | <b>k-95</b> | <b>k-97</b> |
|----------------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
| <b>Number of contigs</b>   | 779287      | 680202      | 905609      | 757836      | 654540      | 513591      | 429756      | 319246      | 249658      | 146664      | 76258       | 41461       | 13247       |
| <b>Total size (Mb)</b>     | 162.78      | 154.39      | 177.13      | 159.2       | 145.06      | 123.2       | 108.76      | 87.52       | 72.66       | 47.52       | 26.94       | 15.22       | 4.94        |
| <b>Minimum length (bp)</b> | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         | 100         |
| <b>Maximum length (bp)</b> | 8384        | 9591        | 9591        | 9591        | 8742        | 7209        | 7209        | 7877        | 7214        | 5838        | 4980        | 3282        | 4408        |
| <b>Average length (bp)</b> | 208.88      | 226.97      | 195.59      | 210.07      | 221.62      | 239.89      | 253.08      | 274.15      | 291.05      | 323.97      | 353.23      | 367.16      | 372.78      |
| <b>N50 length (bp)</b>     | 211         | 232         | 212         | 228         | 242         | 265         | 281         | 306         | 326         | 364         | 394         | 404         | 403         |

**Supplementary Table S2** Best assembly statistics from different softwares.

|                            | <b>Velvet<br/>(k-93)</b> | <b>Oases<br/>(k-59)</b> | <b>ABYSS<br/>(k-89)</b> | <b>SOAPdenovo<br/>(k-95)</b> | <b>CLC</b> | <b>Trinity</b> |
|----------------------------|--------------------------|-------------------------|-------------------------|------------------------------|------------|----------------|
| <b>Number of contigs</b>   | 70645                    | 112037                  | 192807                  | 41461                        | 626021     | 633750         |
| <b>Total size (Mb)</b>     | 28.21                    | 73.01                   | 72.01                   | 15.22                        | 169.38     | 223.42         |
| <b>Minimum length (bp)</b> | 185                      | 109                     | 100                     | 100                          | 100        | 101            |
| <b>Maximum length (bp)</b> | 5039                     | 16088                   | 12584                   | 3282                         | 16232      | 20224          |
| <b>Average length (bp)</b> | 399.27                   | 651.69                  | 373.94                  | 367.16                       | 270.56     | 352.53         |
| <b>N50 length (bp)</b>     | 415                      | 1031                    | 570                     | 404                          | 294        | 578            |

**Supplementary Table S3** Assembly statistics after merging output from different k-mers followed by redundancy removal.

|                     | <b>Velvet</b> | <b>Oases</b> | <b>ABYSS</b> | <b>SOAPdenovo</b> | <b>CLC</b> | <b>Trinity</b> |
|---------------------|---------------|--------------|--------------|-------------------|------------|----------------|
| Number of contigs   | 526076        | 207287       | 257767       | 421698            | 276991     | 224080         |
| Total size (Mb)     | 206.43        | 176.90       | 194.05       | 178.72            | 115.45     | 112.33         |
| Minimum length (bp) | 200           | 200          | 200          | 200               | 200        | 200            |
| Maximum length (bp) | 9706          | 16088        | 14167        | 9591              | 16232      | 20224          |
| Average length (bp) | 392.41        | 853.40       | 752.82       | 423.83            | 427.66     | 501.31         |
| N50 length (bp)     | 409           | 1358         | 953          | 453               | 455        | 595            |

**Supplementary Table S4** Significantly enriched metabolic pathways in the up-regulated transcripts in different tissues of *C. sativus*.

|                                                                          |          |
|--------------------------------------------------------------------------|----------|
| <b>Stamen</b>                                                            |          |
| Carbohydrates Degradation                                                | 3.08E-09 |
| Superpathway of sucrose and starch metabolism II (photosynthetic tissue) | 5.65E-05 |
| Cytokinins-O-glucoside biosynthesis                                      | 2.27E-04 |
| Carbohydrates Biosynthesis                                               | 3.65E-04 |
| Homogalacturonan degradation                                             | 5.97E-04 |
| Glycerol and glycerophosphodiester degradation                           | 6.02E-04 |
| Generation of precursor metabolites and energy                           | 0.00207  |
| Superpathway of sucrose degradation to pyruvate                          | 0.00207  |
| Starch degradation I                                                     | 0.0021   |
| Sugars Biosynthesis                                                      | 0.0048   |
| Cytokinins Biosynthesis                                                  | 0.00687  |
| Starch Degradation                                                       | 0.0084   |
| Xylan Degradation                                                        | 0.0107   |
| Fatty Acid Biosynthesis                                                  | 0.01738  |

**Supplementary Table S5** List of primer sequences used for quantitative PCR analysis.

| Transcript ID | Primer sequence              |
|---------------|------------------------------|
| CsTc012245    | GGTCGCACCAGGTCACAAC          |
|               | CCAAACTCCCTGCCAACTTC         |
| CsTc016144    | GACAAGAGACAGAAACAACAAGTAGACA |
|               | CGTCGGATAGGATTCAGACACA       |
| CsTc018048    | TTTCGTCTGTGTTTCCTTGCA        |
|               | CGAAAGCTACGTGCTGATAACG       |
| CsTc042107    | TCTTGGCGGAGGTGGTTCT          |
|               | GCTCAGCTTCCGTAACGAAG         |
| CsTc048027    | CAGGGAACGGAAGTACGATACGA      |
|               | TTGTTCGACCGCATCACTGA         |
| CsTc054425    | CCGCCGTCTACTACCGTTTC         |
|               | ATCTCCGTCATTGGCACATCT        |
| CsTc001501    | CCACCCGACCCAAGAAGAC          |
|               | CGATGAGGACCGACCGTTAC         |
| CsTc012622    | AAGAGTGAATGCGGTGTGTGAT       |
|               | GGAGATCGCGGGCAGTAA           |
| CsTc016335    | CCGACTCCATCGCCTTTG           |
|               | TTCACGACGTAGGGAGCTTTC        |
| CsTc025071    | CATGTACCGAGAACACGACGAA       |
|               | TATCCGCCGGCAGATTTC           |
| CsTc034793    | CCACTTCCTTCCTCGGTATCG        |
|               | GGCAATCCCCAGGTTGTTG          |
| CsTc038051    | GCTGAGGTTGCCCTAATTGTCT       |
|               | TGCTGTTGTTGGCATACTCATAGA     |
| CsTc056539    | TTGAGGTCGTGCGTCTTGAGTA       |
|               | GGACCGTGGTCGCTTCCT           |
| CsTc070599    | TCTTTGCCTCTCTGGAGTCATG       |
|               | GGTCTGCGCCGAGTATGC           |
| CsTc090197    | ACGCGGTCTCCGGTATCC           |
|               | TGGGCTAATTTGTGTTATTTGTTTG    |
| CsTc102817    | TGGAGAGCAGGACAGCAGAA         |
|               | TCGATCCATGTTGGTCTCCAA        |

**Supplementary Fig. S1** Similarity of *C. sativus* transcripts with proteomes of sequenced plant species (a) and transcriptomes of medicinally important plants (b). Number of *C. sativus* transcripts showing significant (e-value  $\leq 1e-5$ ) similarity with different plants are shown in percentage.

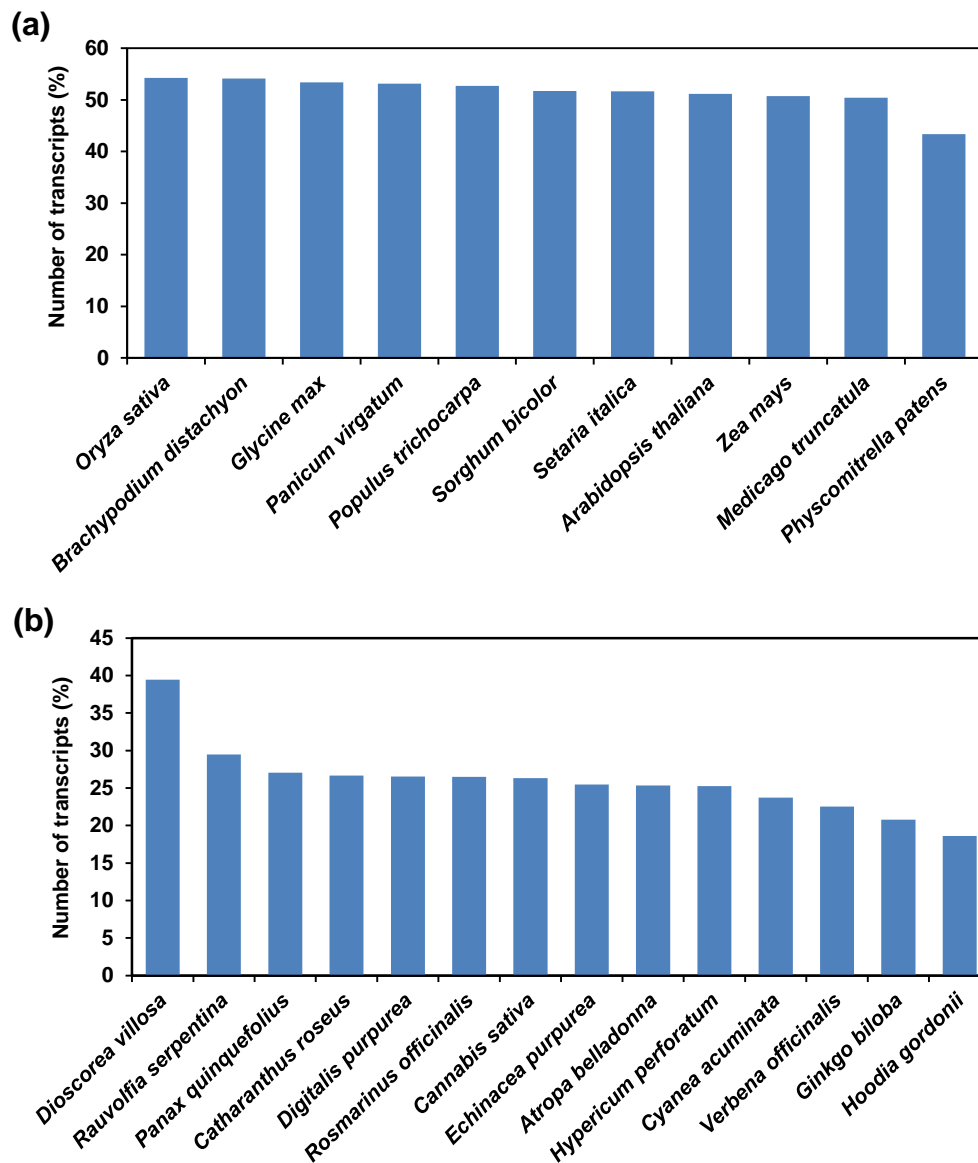

**Supplementary Fig. S2** Different KOG classes represented in the *C. sativus* transcripts.

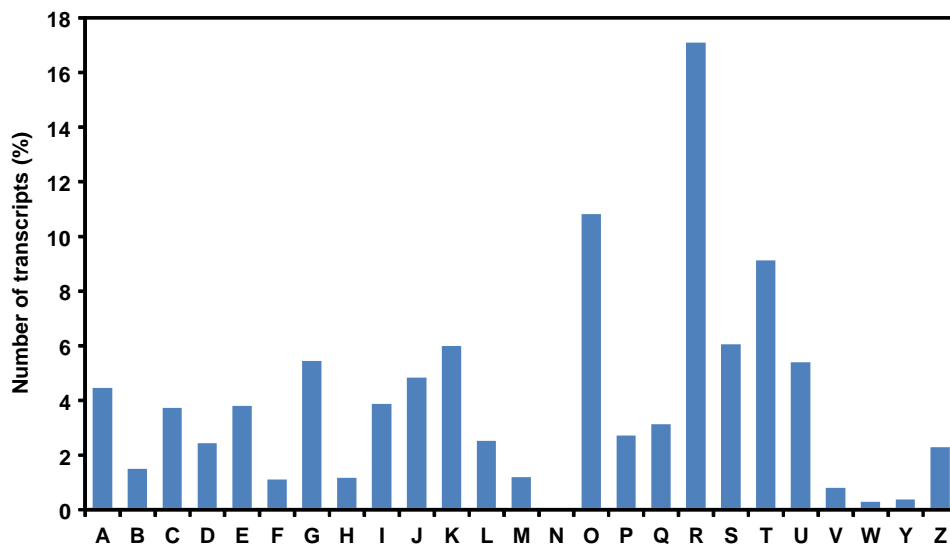

- A RNA processing and modification
- B Chromatin structure and dynamics
- C Energy production and conversion
- D Cell cycle control, cell division, chromosome partitioning
- E Amino acid transport and metabolism
- F Nucleotide transport and metabolism
- G Carbohydrate transport and metabolism
- H Coenzyme transport and metabolism
- I Lipid transport and metabolism
- J Translation, ribosomal structure and biogenesis
- K Transcription
- L Replication, recombination and repair
- M Cell wall/membrane/envelope biogenesis
- N Cell motility
- O Posttranslational modification, protein turnover, chaperones
- P Inorganic ion transport and metabolism
- Q Secondary metabolites biosynthesis, transport and catabolism
- R General function prediction only
- S Function unknown
- T Signal transduction mechanisms
- U Intracellular trafficking, secretion, and vesicular transport
- V Defense mechanisms
- W Extracellular structures
- Y Nuclear structure
- Z Cytoskeleton

**Supplementary Fig. S3** Heatmap showing the differential expression of selected transcripts involved in terpenoid biosynthesis. *C. sativus* transcript identifiers are given on the right side. Color scale representing normalized expression values is shown at the bottom.

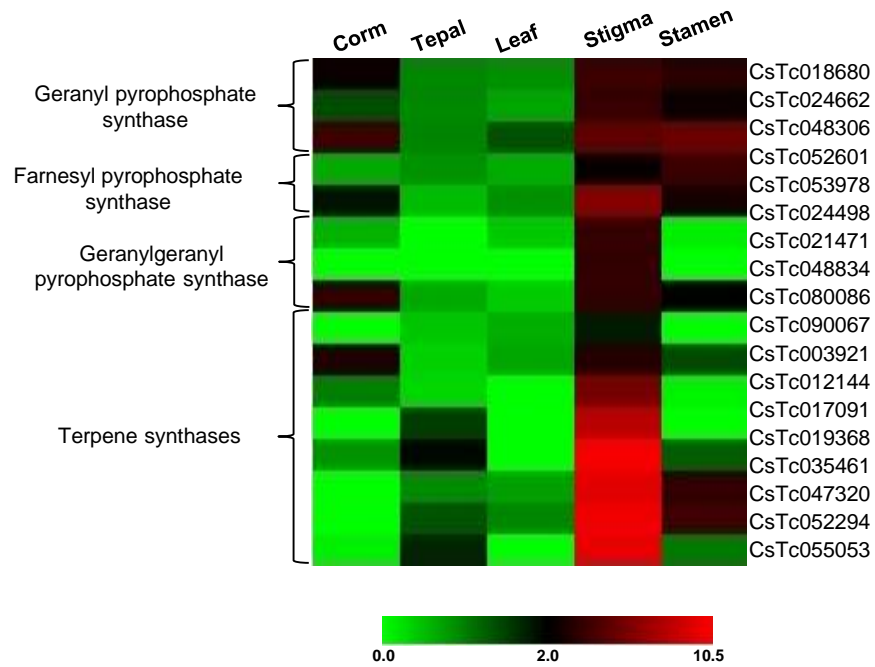

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

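RNA-seq base means were analysed for 5 tissues of *C. sativus*, corm, tepal, leaf, stigma and stamen, with 1 library per tissue made from RNA of 3 biological replicates pooled in equal quantity. The authors filtered the paired-end reads for quality, assembled them de novo into 105269 transcripts, mapped the high-quality reads of each tissue on that assembly with CLC Genomics Workbench allowing at most 2 mismatches, and deposited the base mean of each transcript in each tissue, that is, the number of mapped reads divided by the size factor of the library. The base means are the normalized values of the paper's DESeq analysis. They are not corrected for transcript length, and the RPKM values that the paper's methods also mention were not used here. The paper's text does not name how reads matching several transcripts were counted, which could shift reads between similar transcripts.

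From the base means, the number of reads per transcript was recovered as the whole multiple of the base mean of 1 read, which was found for each library from its lowest values. All values came out whole within the rounding to 2 decimals (100% in each library). The recovered reads summed to 32723663 in corm, 44807769 in tepal, 34575420 in leaf, 41871198 in stigma and 35560309 in stamen, which equal the mapped reads of the paper's Table 1. Median-of-ratios size factors computed from the recovered reads over the 81704 transcripts with reads in all 5 libraries were 0.959 for corm, 1.042 for tepal, 0.974 for leaf, 1.399 for stigma and 0.698 for stamen, the same to 3 decimals as those in the base means. A base mean of 3 reads, taken as the smallest that the depth can show, is 3.13 in corm, 2.88 in tepal, 3.08 in leaf, 2.14 in stigma and 4.30 in stamen. The most abundant transcripts that held 50% of the reads of a library numbered 920 in corm, 556 in tepal, 1094 in leaf, 1255 in stigma and 592 in stamen.

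Differential expression was tested on the recovered reads with an exact negative binomial test (2-sided, as double the smaller tail), written in Python after the description in the paper's methods, and the paper's DESeq version was not used here. The cut-offs were an unadjusted p-value of at most 0.05 and at least a 2-fold change. With 1 library per tissue, no dispersion between replicates can be estimated. In the pairwise tests the dispersion was the value of a curve fitted over all 5 libraries taken as one condition (a constant of 1.016 plus 0.166 divided by the mean). In the tests of 1 tissue against the 4 others it was estimated among the 4 other libraries, with the larger of the transcript's own and the fitted value. Both count differences between tissues as noise, and a test on the reads of 2 libraries compares those libraries, not the tissues. The tests of 1 tissue against the 4 others need a larger fold change for a down-regulated call than for an up-regulated one. The test was first run on simulated reads with 76468 transcripts, of which 200 were changed by known amounts. Of the unchanged transcripts, 3.87% had a p-value of at most 0.05, and 58.0% of the transcripts changed 8-fold and 99.0% of those changed 64-fold were called. These reads were simulated with a lower dispersion than that of the data. In reads simulated with the curve fitted to the data and tested with that curve, 2.65% of the unchanged transcripts had a p-value of at most 0.05, and 19.0% of the transcripts changed 8-fold and 68.0% of those changed 64-fold were called. The pairwise tests thus miss many changed transcripts. The curve was not fitted again to these reads, because the fit failed on them. In the first simulation, the constant of the fitted dispersion came out at 0.294 for a simulated 0.3. The term that falls with the mean came out at 1.417 for a simulated 2.0, so the dispersion of transcripts with few reads is underestimated when only 5 libraries give it, while the same curve fitted to dispersions drawn at known means gave 2.085.

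Tissue-specific transcripts were those with a base mean of at least 10 in one tissue and at most 1 in each of the 4 others. Base means were compared between tissues as log2 ratios with a pseudocount of 1, and the 95% intervals of these ratios are exact binomial (Clopper-Pearson) intervals of the reads without a pseudocount, which cover counting error only. For the transcripts of a pathway, the share highest in stigma was set against 10000 random lists of the same size, drawn from the transcripts with a base mean of at least 10 in at least one tissue within 50 bins of mean expression. These percentiles describe the libraries and are not tests across replicates. The lists were drawn transcript by transcript, although a pathway holds several transcripts of one enzyme that could have shared reads. The percentiles can therefore overstate the contrast. The rule by which the paper chose the transcripts of Fig. 6 is not given, so a choice by expression is not excluded. The transcripts named beside the paper's results were fixed before the data were examined as all those whose identifiers are printed in Fig. 4d, Fig. 6, Fig. 7, Fig. S3 or Table S5, and the tissue-specific transcript with the highest base mean in each tissue. Those with the highest base mean of each group and the exceptions to the paper's statements are printed, and the others are summarised. The other transcripts, named only among the surprising results and further observations, were chosen after the data had been examined. Enzyme and TF names are those that the figures print beside the identifiers.

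The alternatives were the dispersion of the 2 libraries compared, the dispersion over all 5 libraries for the tests against the 4 others, adjusted p-values, a minimum base mean of 10, scaling by total reads, a 2-fold change without a test, a call in all 4 pairwise tests, other criteria for tissue-specific expression, and pseudocounts of 0.1 and 10. For scaling by total reads the dispersion curve was kept as fitted with the size factors, because the fit could not be made with the other scaling. One further alternative, size factors and dispersion both from the 2 libraries compared, was added after the data had been examined. The de novo assembly, the functional annotation, the SSRs, the pathway and GOSlim enrichment and the real-time PCR measurements were not analysed here. Transcript sequences were not used here, so no check of GC content, transcript length or similarity between transcripts was made. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9, and the random seed was 1.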

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

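All tests in this part were chosen only after the results were seen. Transcripts that no figure or table of the paper names were ranked by their share of the reads, and the highest of each library was taken up here when it held more than 1% of the reads. Transcript sequences were not used here, so what these transcripts encode, and reads from another organism, reads shared between similar transcripts and effects of GC content or length were not tested.

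CsTc043388 was the most abundant transcript of 3 libraries, with 10.5% of all reads in tepal, 3.84% in corm and 2.75% in stamen, against 1.19% in leaf and 0.448% in stigma. The paper does not report on it. Its reads in tepal numbered 4708380. Its share was 2.73 times as high in tepal as in the next library. The shares are of the reads and do not use the authors' scaling, so the scaling is not a source of this difference, and the ratio describes it without testing an explanation. CsTc048227 was abundant in the same libraries, and a candidate explanation is that both are parts of one RNA that the assembly split. The ratio of the reads of CsTc048227 to those of CsTc043388 was 0.453 in tepal, 0.49 in corm, 0.363 in stamen, 0.604 in leaf and 0.577 in stigma, a range of 1.66-fold. Parts of one RNA would give a similar ratio, but how much it varies between libraries of one tissue is not known, and the share of CsTc043388 itself changed far more, from 0.448% to 10.5%. The test therefore cannot tell whether both are parts of one RNA. The differences of CsTc043388 between tissues remain without an explanation, since reads from another organism and reads shared between similar transcripts were not tested.

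CsTc044767 held 1.96% of the reads in leaf, against 0.099% in tepal, the next highest, and 0.0292% in stamen, the lowest. The share in leaf was 19.83 times that in tepal. CsTc028935 held 3.56% of the reads in stigma, against 0.564% in tepal and 0.0581% in stamen. Its share in stigma was 6.33 times that in tepal. These shares do not use the scaling of the libraries either, and no explanation of them was tested. Both may be transcripts with a higher level in their tissue, a hypothesis that 1 library per tissue cannot separate from the untested technical explanations.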

How the results depend on the processing

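All alternatives named here were chosen before the data were examined, except the size factors and dispersion of the 2 libraries compared, which were chosen after seeing the data. No paired analysis was possible because each tissue has 1 library, and for the same reason no replicate was left out. The cause of the changes given below was not tested.

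The numbers of differentially expressed transcripts depended on the dispersion, which 1 library per tissue leaves open, and still more on whether p-values were adjusted or a test was used at all. With the dispersion of the 2 libraries compared, the up-regulated transcripts numbered 2093 against tepal, 1659 against leaf, 2089 against stigma and 1321 against stamen for corm, 4633 against corm, 4805 against leaf, 3915 against stigma and 2334 against stamen for tepal, and 4468 against corm, 3238 against tepal, 3614 against stigma and 2740 against stamen for leaf. They numbered 4106 against corm, 1962 against tepal, 3787 against leaf and 1342 against stamen for stigma, and 5857 against corm, 3692 against tepal, 5610 against leaf and 5460 against stigma for stamen. Summed over the 4 comparisons of a tissue, the calls were 26226 for corm, 26672 for tepal, 29921 for leaf, 26275 for stigma and 28356 for stamen. With the size factors and the dispersion both taken from the 2 libraries compared, an alternative chosen after seeing the data, the up-regulated transcripts numbered 2190 against tepal, 1711 against leaf, 1985 against stigma and 1390 against stamen for corm, 4473 against corm, 4812 against leaf, 3852 against stigma and 2519 against stamen for tepal, and 4638 against corm, 3218 against tepal, 3559 against stigma and 2788 against stamen for leaf. They numbered 4372 against corm, 2043 against tepal, 3902 against leaf and 1344 against stamen for stigma, and 5775 against corm, 3541 against tepal, 5601 against leaf and 5449 against stigma for stamen. Summed over the 4 comparisons of a tissue, the calls were 26534 for corm, 26648 for tepal, 30229 for leaf, 26506 for stigma and 28407 for stamen. With a 2-fold change alone, a base mean of at least 10 in one of the 2 tissues and no test, the up-regulated transcripts numbered 26068 against tepal, 20753 against leaf, 21469 against stigma and 23471 against stamen for corm, 29753 against corm, 26204 against leaf, 23193 against stigma and 23704 against stamen for tepal, and 20577 against corm, 24781 against tepal, 17611 against stigma and 21726 against stamen for leaf. They numbered 22720 against corm, 21141 against tepal, 17356 against leaf and 18700 against stamen for stigma, and 26820 against corm, 25653 against tepal, 23746 against leaf and 21414 against stigma for stamen. Summed over the 4 comparisons of a tissue, the calls were 191631 for corm, 200497 for tepal, 172754 for leaf, 163604 for stigma and 185234 for stamen. With p-values adjusted after Benjamini and Hochberg, 0 transcripts were called in each of the 20 directions, and the sums over the 4 comparisons were 0 for each of the 5 tissues. Scaling by total reads kept 17 of the 20 numbers within 1.5 times, and changed those of corm against stamen to 779, of stigma against tepal to 602 and of stigma against stamen to 679. A minimum base mean of 10 in one of the 2 tissues left all 20 numbers as they were, because no transcript with a base mean below 30.7 in both tissues was called at this dispersion, so this alternative does not test how stable the numbers are. In each pairwise setting with a test and any call, leaf and stamen had the 2 largest sums. The smallest sum was that of corm with the dispersion of the 2 libraries compared, and that of stigma in the others.

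In the tests of 1 tissue against the 4 others, the fitted dispersion over all 5 libraries kept the up-regulated transcripts within 1.5 times in all 5 tissues, and changed the down-regulated transcripts to 3271 in corm, 1052 in tepal, 2684 in leaf, 1319 in stigma and 718 in stamen. With adjusted p-values, the up-regulated transcripts were 96 in corm, 542 in tepal, 1056 in leaf, 95 in stigma and 3578 in stamen, and the down-regulated transcripts were 0 in each of the 5 tissues. Requiring a call in all 4 pairwise tests left 66 in corm, 126 in tepal, 526 in leaf, 74 in stigma and 633 in stamen up-regulated, and 37 in corm, 6 in tepal, 24 in leaf, 7 in stigma and 0 in stamen down-regulated. A 2-fold change alone gave 17404 in corm, 18597 in tepal, 12928 in leaf, 8689 in stigma and 15822 in stamen for the up-regulated transcripts, and 36532 in corm, 35176 in tepal, 31235 in leaf, 30591 in stigma and 30627 in stamen for the down-regulated ones. A minimum base mean of 10 kept all 10 numbers within 1.5 times. Stamen had the largest number of up-regulated transcripts in the settings with a test, and tepal had it with a 2-fold change alone. Scaling by total reads was not run for the tests against the 4 others, so how these numbers change under it is not known.

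The number of tissue-specific transcripts changed with the minimum base mean in the tissue. With a minimum of 5 it was 124 in corm and 144 in stigma, and with a minimum of 20 it was 45 in corm, 47 in tepal and 54 in stigma. Without any reads in the other 4 tissues it was 51 in corm, 167 in stamen and 565 in all. The other 10 of these 18 numbers stayed within 1.5 times. The medians of log2 base mean moved in both alternatives by more than their 95% interval over transcripts. Over all transcripts with a pseudocount of 1 they were 4.38 in corm, 4.59 in tepal, 4.50 in leaf, 4.49 in stigma and 4.67 in stamen. With a minimum base mean of 10 they were 5.97 in corm, 6.05 in tepal, 6.06 in leaf, 5.96 in stigma and 6.04 in stamen. Stamen had the highest median over all transcripts and leaf with the minimum of 10.

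The results on the named groups changed most under scaling by total reads. Scaling by total reads raises the values of stigma against those of each of the 4 other tissues. Under it 100% of the 8 aldehyde dehydrogenase transcripts and 72.2% of the 18 terpenoid transcripts of Fig. S3 were highest in stigma, and 2 phytoene desaturase transcripts and 9 UDP-glucosyltransferase transcripts were at least 2-fold above every other tissue there. The other groups, including the 54 transcripts of the route to apocarotenoids and the 18 of the lutein and ABA branches, kept their share highest in stigma within its 95% Wilson interval under scaling by total reads. A minimum base mean of 10 left out none of the named transcripts, so it tested nothing here. Of 136 log2 ratios of single transcripts, all stayed within their 95% interval with a pseudocount of 0.1, and 11 left it with a pseudocount of 10, each towards 0. The ratio of leaf and stigma was counted in both directions for the 5 ZEP and VDE transcripts, and CsTc006236 is among the 11 with both. These 11 were ratios with few reads in one of the tissues. The depth thus limits the size of the ratio of such transcripts. A pseudocount added to both tissues cannot change the sign of a ratio, so these alternatives do not test its direction.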

Differences from the paper's values

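In the pairwise comparisons, 14 of the 20 numbers of up-regulated transcripts differed from the paper's by more than 1.5 times. For 4 of them no alternative, including the one chosen after seeing the values, came within 1.5 times of the paper's value. These were 327 in corm against leaf, where the paper's value is about 2800 in Fig. 4b, read by eye, 451 in corm against stamen, where the paper's value is about 2500 in Fig. 4b, read by eye, 2642 in tepal against leaf, where the paper's value is about 1200 in Fig. 4b, read by eye, and 321 in stigma against stamen, where the paper's value is 3829.

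For 7 numbers the dispersion of the 2 libraries compared, set before the data were examined, came within 1.5 times of the paper's value, and so did the size factors and dispersion of the 2 libraries compared, which were chosen after seeing the values. The first was 1774 in leaf against corm, where the paper's value is about 4000 in Fig. 4b, read by eye, and these settings gave 4468 and 4638. The second was 548 in corm against stigma, where the paper's value is about 2300 in Fig. 4b, read by eye, and these settings gave 2089 and 1985. The third was 1322 in stigma against corm, where the paper's value is about 3500 in Fig. 4b, read by eye, and these settings gave 4106 and 4372. The fourth was 322 in stigma against tepal, where the paper's value is about 1600 in Fig. 4b, read by eye, and these settings gave 1962 and 2043. The fifth was 1199 in stigma against leaf, where the paper's value is 3818, and these settings gave 3787 and 3902. The sixth was 1336 in leaf against stamen, where the paper's value is about 2500 in Fig. 4b, read by eye, and these settings gave 2740 and 2788. The seventh was 2555 in stamen against stigma, where the paper's value is 4828, and these settings gave 5460 and 5449. For leaf against stamen, scaling by total reads gave 1831, which is also within 1.5 times, and for the other 6 of these numbers none of the remaining alternatives closed the gap.

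The number of up-regulated transcripts was 640 in tepal against stamen, where the paper's value is about 1600 in Fig. 4b, read by eye, and only the dispersion of the 2 libraries compared closed the gap, with 2334. It was 1142 in stamen against tepal, where the paper's value is about 2400 in Fig. 4b, read by eye, and 1282 in leaf against stigma, where the paper's value is about 2400 in Fig. 4b, read by eye. For these 2 numbers none of the alternatives set before the data were examined closed the gap, and the size factors and dispersion of the 2 libraries compared, chosen after seeing the values, gave 3541 and 3559. No single setting came within 1.5 times of the paper's value in all 20 directions.

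In the tests of 1 tissue against the 4 others, the up-regulated transcripts numbered 2906 in corm against the paper's 1196, 5383 in tepal against the paper's 2286 and 1522 in stigma against the paper's 2910, and none of the alternatives set before the data were examined closed these gaps. The down-regulated transcripts numbered 212 in corm against the paper's 2979, 74 in tepal against the paper's 1405, 86 in leaf against the paper's 2350 and 34 in stamen against the paper's 632. With the fitted dispersion over all 5 libraries, set before the data were examined, these 4 numbers were 3271, 1052, 2684 and 718, within 1.5 times of the paper's, and the other alternatives did not close the gap. In stigma, 26 transcripts were down-regulated against the paper's 2946, and none of the alternatives closed this gap. The test used here calls down-regulated transcripts less readily than up-regulated ones, so these low numbers are in part set by it.

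The tissue-specific transcripts numbered 82 in corm against the paper's 124 and 95 in stigma against the paper's 144. With a minimum base mean of 5 in place of 10, an alternative set before the data were examined, the numbers were 124 in corm, 161 in tepal, 304 in leaf, 144 in stigma, 342 in stamen and 1075 in all, each equal to the paper's. The other 2 alternatives did not close the gap in corm or stigma.

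Fig. 7 plots real-time PCR values relative to corm, and the ratio of stigma to corm in the base means, with a pseudocount of 1, was set beside them. The paper's values for these ratios are from Fig. 7, read by eye. They are normalized to Ubiquitin, while the base means are scaled by size factors, so both are not the same measure. Ubiquitin that differs between corm and stigma would shift all real-time PCR ratios together, which was not tested. The ratio in the base means was 4.68 for CsTc016144 against about 0.83, 4.58 for CsTc018048 against about 0.14, 78.0 for CsTc042107 against about 25, 0.973 for CsTc048027 against about 0.15 and 23.9 for CsTc054425 against about 70, all about values being the paper's. It was 24.6 for CsTc001501 against about 0.68, 43.0 for CsTc012622 against about 25, 3733 for CsTc016335 against about 7.7, 4717 for CsTc025071 against about 0.75 and 943 for CsTc034793 against about 4.8, and it was 7270 for CsTc056539 against about 1500, 1269 for CsTc070599 against about 220, 119 for CsTc090197 against about 0.4 and 272 for CsTc102817 against about 29. With a pseudocount of 10, set before the data were examined, the ratio of CsTc012622 was 36.6, within 1.5 times of the paper's value. For the other 13 transcripts neither pseudocount came within 1.5 times. CsTc016335, CsTc056539 and CsTc070599 had a base mean of 0 in corm, so the pseudocount sets the size of their ratios. With pseudocounts of 0.1 and 10 these were 72690 and 727.9 for CsTc056539, 12680 and 127.8 for CsTc070599, and 37320 and 374.2 for CsTc016335. The paper's values of CsTc056539 and CsTc070599 lie within these ranges, so no gap can be stated for them. That of CsTc016335 lies below its range.

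The paper states that real-time PCR and RNA-seq gave similar expression patterns for the selected genes. The tissue with the highest base mean was the tissue with the highest bar in Fig. 7 for 10 of the 16 transcripts. In the other 6, CsTc016144, CsTc018048, CsTc048027, CsTc001501, CsTc025071 and CsTc090197, Fig. 7 is highest in corm, while the base mean was highest in stigma in 4, in leaf in 1 and in tepal in 1. For CsTc025071 it was 9622 in stigma and 1.04 in corm.

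The paper states that the largest number of differentially expressed transcripts was found in stamen and the least in tepal. Here the sums over the 4 comparisons were 13723 for leaf and 13717 for stamen, and the smallest was 8576 for stigma, against 11037 for tepal. Tepal was not the tissue with the smallest sum under any of the alternatives with a call, and stamen was not the one with the largest. The paper describes the number of transcripts up-regulated in stigma as nearly equal against stamen and against leaf, where 321 and 1199 were found. It gives the comparison with tepal as the one with the fewest transcripts down-regulated in stigma, whereas the fewest here, 548, were in the comparison with corm, against 1027 with tepal.

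The paper lists the TF encoding transcripts of Fig. 4d among those up-regulated in stigma. In the test against the 4 other tissues, 18 of the 36 passed, and 24 with the fitted dispersion over all 5 libraries. It states a higher expression in stigma for CCD, glucosyltransferases, aldehyde dehydrogenases and β-glucosidases, and 5 of the 27 transcripts were highest elsewhere, among them 2 of the 3 β-glucosidase transcripts. Of NCED it states higher expression in tepal and stigma, and 3 of the 7 transcripts were highest in leaf, with base means in stigma of 60.0, 38.6 and 24.3. It describes the transcripts of the apocarotenoid route as exclusively expressed in stigma, where stigma held a median of 70.2% of the summed base means of a transcript and more than 90% in 9 of the 54.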

Other observations

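All tests in this part were chosen only after the results were seen.

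The size factors of stigma and stamen had a ratio of 2.01, while their total reads had a ratio of 1.18, so the median transcript received relatively more reads in stigma than the totals give. Of the explanations, 3 were tested. If transcripts with few reads set the size factors, the ratio should move to that of the totals when they are left out, but over the 14348 transcripts with at least 100 reads in every library it was 2.09. If the 10 most abundant transcripts of each library took the difference, the totals without them should approach 2.01, but their ratio was 1.14. Without the 5000 most abundant transcripts of each library the ratio was 1.66. A total and a median of ratios can only part through abundant transcripts, so this last test leans towards such a result, and the pattern cannot be told apart from a concentration of the stamen reads on many abundant transcripts. In these libraries 592 transcripts held 50% of the reads in stamen and 1255 in stigma. A biological difference between the tissues was not tested, because each has 1 library.

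The 6 transcripts that real-time PCR gives as highest in corm in Fig. 7 had their highest base mean in other tissues. A possible explanation is that the corm label was exchanged with that of another tissue in one of the experiments. With the labels as given, 10 of the 16 transcripts had the same highest tissue in both. After exchanging corm with leaf the number was 11, with tepal 10, with stamen 10 and with stigma 5, so no exchange raised the number by more than 1. Primers that amplify a similar transcript, a reference gene that differs between tissues, and differences between the RNA used in both experiments were not tested.

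In 6 transcripts the base mean in stigma was at least 2000 and that in corm, tepal and leaf was each at most 0.1% of it. The most abundant of them, CsTc042320 and CsTc002145, had base means of 805965 and 312893 in stigma and of 9905 and 3331 in stamen, which is 1.2% and 1.1%. A carry-over of stigma tissue or of its RNA into the stamen sample would give about the same percentage in each of the 6. It was 1.5% in CsTc017756 and 1.1% in CsTc036838, but 0.015% in CsTc025071 and 0.02% in CsTc056539, each with 1 read in stamen, so 1 constant carry-over does not account for all 6. A carry-over of a part of the stigma, or a low expression in stamen, remain as explanations that were not tested.

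Across the 92374 transcripts with a base mean of at least 10 in at least one tissue, Pearson's r between 2 libraries on the scale of log2 base mean plus 1 was highest between tepal and stigma, at 0.768, and lowest between leaf and stamen, at 0.594. This is a correlation across transcripts, which are not independent replicates, and 10 pairs of libraries were compared. Between stigma and stamen it was 0.737, and between corm and tepal 0.615. Of the same transcripts, 24.4% were highest in tepal, 24.3% in corm, 20.9% in stamen, 17.5% in leaf and 12.9% in stigma.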
